# Alternative cleavage and polyadenylation in spermatogenesis connects chromatin regulation with post-transcriptional control

**DOI:** 10.1186/s12915-016-0229-6

**Published:** 2016-01-22

**Authors:** Wencheng Li, Ji Yeon Park, Dinghai Zheng, Mainul Hoque, Ghassan Yehia, Bin Tian

**Keywords:** Alternative polyadenylation, Testis, 3’UTR, Chromatin, Transcription, Post-transcriptional control, Transposable elements

## Abstract

**Background:**

Most mammalian genes display alternative cleavage and polyadenylation (APA). Previous studies have indicated preferential expression of APA isoforms with short 3’ untranslated regions (3’UTRs) in testes.

**Results:**

By deep sequencing of the 3’ end region of poly(A) + transcripts, we report widespread shortening of 3’UTR through APA during the first wave of spermatogenesis in mouse, with 3’UTR size being the shortest in spermatids. Using genes without APA as a control, we show that shortening of 3’UTR eliminates destabilizing elements, such as U-rich elements and transposable elements, which appear highly potent during spermatogenesis. We additionally found widespread regulation of APA events in introns and exons that can affect the coding sequence of transcripts and global activation of antisense transcripts upstream of the transcription start site, suggesting modulation of splicing and initiation of transcription during spermatogenesis. Importantly, genes that display significant 3’UTR shortening tend to have functions critical for further sperm maturation, and testis-specific genes display greater 3’UTR shortening than ubiquitously expressed ones, indicating functional relevance of APA to spermatogenesis. Interestingly, genes with shortened 3’UTRs tend to have higher RNA polymerase II and H3K4me3 levels in spermatids as compared to spermatocytes, features previously known to be associated with open chromatin state.

**Conclusions:**

Our data suggest that open chromatin may create a favorable cis environment for 3’ end processing, leading to global shortening of 3’UTR during spermatogenesis. mRNAs with shortened 3’UTRs are relatively stable thanks to evasion of powerful mRNA degradation mechanisms acting on 3’UTR elements. Stable mRNAs generated in spermatids may be important for protein production at later stages of sperm maturation, when transcription is globally halted.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-016-0229-6) contains supplementary material, which is available to authorized users.

## Background

Pre-mRNA cleavage/polyadenylation (C/P) is a 3’ end processing mechanism employed in eukaryotes for expression of almost all protein-coding transcripts and long non-coding RNAs by RNA polymerase II (RNAPII) [1, 2]. The site for C/P, commonly known as the polyA site or pA, is defined by both upstream and downstream cis elements [3, 4]. In mammals, the cis elements include the polyadenylation signal (PAS), such as AAUAAA, AUUAAA, or close variants, located within ~40 nucleotides (nt) from the pA; UGUA elements, typically located upstream of the PAS; U-rich elements located around the PAS; and downstream U-rich and GU-rich elements, generally located within ~100 nt from the pA. The C/P machinery in mammalian cells is composed of over 20 core factors [5–7]. Some form subcomplexes, including cleavage and polyadenylation specificity factor (CPSF), containing CPSF-160, CPSF-100, CPSF-73, CPSF-30, Fip1 and WDR33; cleavage stimulation factor (CstF), containing CstF-77, CstF-64/CstF-64τ and CstF-50; cleavage factor I (CFI), containing CFI-68 or CFI-59 and CFI-25; and cleavage factor II (CFII), containing Pcf11 and Clp1. Single proteins involved in C/P include symplekin, poly(A) polymerases (PAPs), nuclear poly(A) binding protein (PABPN1) and RNAPII. In addition, RBBP6, PP1α and PP1β are present in the C/P complex and homologous to yeast C/P factors [6, 8].

Most mammalian genes express alternative cleavage and polyadenylation (APA) isoforms [9–12]. APA in the 3’ untranslated region (3’UTR), called 3’UTR-APA, leads to isoforms with different 3’UTR lengths. Because the 3’UTR plays important roles in mRNA metabolism, 3’UTR-APA can impact the post-transcriptional control of gene expression [13–15]. Studies have shown that the APA pattern of genes is tissue-specific [10, 16–18]. For example, long and short 3’UTR APA isoforms tend to be expressed in the brain and testis, respectively [10, 16, 19, 20]. In addition, APA is regulated in cell proliferation, differentiation and development [11, 20–22], as well as in response to extracellular signals [23]. A growing number of mechanisms have been found to modulate APA, including core C/P factor activities, binding of RNA-binding proteins (RBPs) near the pA, splicing and transcriptional controls, etc. [13, 14, 24].

A sizable fraction of mammalian genes display APA in introns and exons, which affects coding sequences (CDS) [12, 25]. These APA events are called CDS-APA and are largely controlled by the dynamic competition between splicing and C/P [25, 26]. However, transcripts utilizing pAs located near promoters are specifically controlled by U1 snRNP [27], which has been implicated in controlling transcriptional directionality [28]. On the other hand, a large fraction of promoters lead to transcription of short antisense transcripts using pAs near the transcription start site (TSS). These transcripts are commonly known as promoter-upstream transcripts (PROMPTs) or upstream antisense RNAs (uaRNAs), and are subject to the regulation by the exosome/PABPN1 [26, 29].

Spermatogenesis is the developmental process to generate mature sperms from spermatogonia (illustrated in Fig. 1a), the undifferentiated male germ cells. Spermatogenesis in mouse takes about 30 days, and begins with a mitotic phase, during which spermatogonia become spermatocytes. This is followed by a meiotic phase, during which diploid spermatocytes become haploid round spermatids. Round spermatids then undergo substantial cell transformation and morphology changes, a process called spermiogenesis, during which cells first become elongating spermatids and then mature spermatozoa with acrosome and sperm tail. Because the first wave spermatogenesis after birth is largely synchronized, longitudinal examination of the testis in the first several weeks effectively reveals cells at different stages of spermatogenesis. For example, germ cells in the testis of a newborn mouse are arrested at the G0 and G1 stages of first mitosis, and differentiate into spermatogonia by 6 days post partum (dpp). Some spermatogonia differentiate into spermatocytes around ~10 dpp. The first meiotic division (MI) starts ~12 dpp and completes by 21 dpp, which is followed by a rapid second cell division (MII) and then spermiogenesis.

**Fig. 1:**
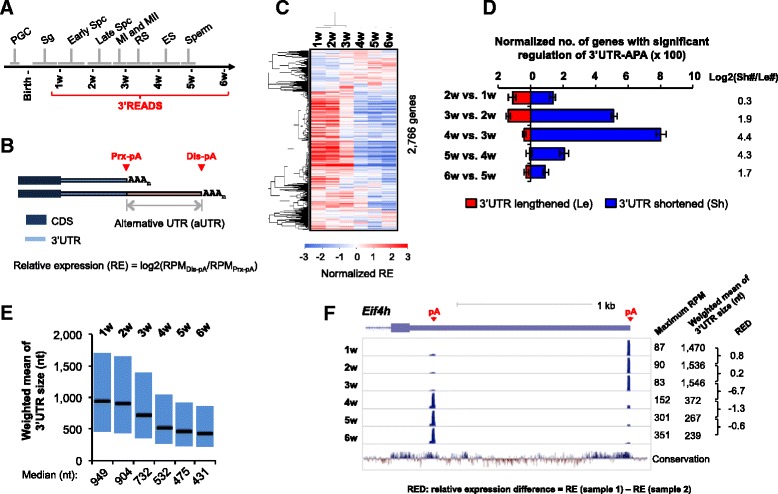
Significant 3’UTR shortening during spermatogenesis. **a** Schematic of the first wave spermatogenesis in mouse. ES, elongated spermatids; MI and MII, meiosis phases I and II; PGC, primordial germ cells; RS, round spermatids; Sg, spermatogonia; Spc, spermatocytes. **b** Schematic of APA analysis. Relative expression (RE) of two selected pA isoforms using proximal (Prx) and distal (Dis) pAs was based on the formula indicated. The region between the two pAs is alternative UTR (aUTR). **c** Heatmap showing gene RE values during spermatogenesis. Each row is a pA pair of a gene, whose RE values in different samples (columns) were normalized to the mean of each row. Two-way clustering was conducted using the Pearson correlation coefficient as metric. Only genes with read number ≥20 for Prx-pA and Dis-pA isoforms combined were selected for analysis (a total of 2,766 genes). **d** Normalized number of genes with significant regulation of 3’UTR-APA between adjacent stages. The global analysis of alternative polyadenylation (GAAP) and significance analysis of alternative polyadenylation (SAAP) methods were used (see Methods for details). The numbers of genes with 3’UTR lengthened (Le) and shortened (Sh) are plotted separately, as indicated. Error bars are standard deviation based on 20 times of data sampling. The log2Ratio of number of Sh genes to that of Le genes, or log2(Sh#/Le#), for each comparison is shown on the right. **e** Boxplots of weighted mean of 3’UTR size (see Methods for its calculation). Median values are indicated. **f** APA of an example gene *Eif4h* in spermatogenesis. Only the 3’-most exon is shown. The maximum RPM value for each track (y-axis) and the weighted 3’UTR size at each time point are shown. The relative expression difference (RED) value between two adjacent time points is indicated. The conservation track was based on the PhyloP score

Spermatogenesis involves substantial regulation of gene expression at multiple levels. First, there is pervasive transcription in spermatocytes and spermatids [30, 31], which is attributable to permissive open chromatin state, as indicated by histone marks such as H3K4 methylation [30, 32]. Nuclear DNA condenses during differentiation into elongating spermatids, leading to halting of transcriptional activity. As such, protein expression in the later phase of spermiogenesis relies on the mRNAs transcribed earlier [33]. In addition, RNA processing is highly regulated during spermatogenesis, as indicated by rampant alternative splicing changes [31, 34–37] and alternative polyadenylation changes [16, 38–40].

One of the major players in gene expression regulation during spermatogenesis is Piwi-interacting small RNA (piRNA) [41]. Two waves of piRNAs are expressed during the process, i.e., pre-pachytene piRNAs and pachytene piRNAs. While the former has been implicated in inhibition of transposable elements (TEs) through epigenetic mechanisms [42, 43], the latter has recently been shown to cause degradation of mRNA through the function of Miwi [44–47]. Inhibition of TE expression is important for germ cells, because uncontrolled expression can lead to genome instability [48].

We and others have previously found that pAs usage in testis is rather unique as compared to other tissues [10, 16, 39]. In general, transcripts with short 3’UTRs tend to be expressed in testis. However, how this APA pattern fits into the timeline of spermatogenesis is unclear, nor are the mechanisms and consequences. In addition, how CDS-APA events, which account for over 40 % of all APA events in the mouse genome [12], are regulated in spermatogenesis has never been studied. Further, we recently found that many bidirectional promoters express uaRNAs with pAs located within 2 kb from the promoter [26]. How these uaRNAs are regulated in spermatogenesis is completely unknown. Here we examine APA isoform expression in the first wave of spermatogenesis to identify the cell type that has the shortest 3’UTRs and reveal potential mechanisms behind the global 3’UTR shortening. We also analyze CDS-APA and uaRNA expression. We present evidence that 3’UTR-APA regulation is important for RNA metabolism in sperm maturation.

## Results

### Significant 3’UTR shortening in spermatogenesis

To examine how APA is regulated during spermatogenesis, we extracted RNA from mouse testes at different time points after birth, namely 1 week (w), 2w, 3w, 4w, 5w and 6w. These time points correspond to key phases in the first wave of spermatogenesis (indicated in Fig. 1a), during which cells are largely synchronized [49, 50]. 

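Whole-testis RNA was sequenced by 3'READS, a method that reads transcripts from their 3' ends and so places their cleavage and polyadenylation sites (pAs). There was 1 library for each week from 1w to 6w, 6 in all, so no week had a replicate. The authors mapped the reads to the mm9 genome with Bowtie 2, kept the poly(A) site-supporting (PASS) reads with at least 2 unaligned Ts at the 5' end, and clustered pAs within 24 nt of each other. The deposited values are raw PASS read counts per pA, each pA being marked as lying in the 3'-most exon, in an intron, in an upstream exon or antisense upstream of the transcription start site. Counts assigned to a single gene came to 3847776 reads at 1w, 3512699 at 2w, 3612637 at 3w, 4043781 at 4w, 4789102 at 5w and 5450015 at 6w. The paper's Table S2 lists 4598547 PASS reads at 1w and 6999620 at 6w, and the counts assigned to a single gene are 77.4% to 83.7% of its totals. RPM values used the totals of Table S2, while ratios between isoforms of a gene need no total. Comparisons of 1–3 week with 4–6 week samples set 3 libraries against 3, and the spread within a group holds age as well as error. They used edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p, at a threshold of 0.05. Each standard error given with a log2 change is that change divided by the square root of the test's F statistic. It follows the p value and is no independent measure of spread. Trimmed mean (TMM) scaling placed the median gene at a log2 change of −0.07, and the totals of Table S2 placed it at −1.38, so changes in gene expression are given relative to all genes. Comparisons of adjacent weeks set 1 library against 1 and describe those libraries only. The comparisons, gene lists and the rule for naming genes were fixed before the data were examined. Intervals and limits from counts cover counting error only, since PCR reads without molecular identifiers are not independent molecules.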

RNA was subjected to 3’ region extraction and deep sequencing (3’READS), a deep sequencing method we recently developed to examine the expression of poly(A) + RNAs and identify their pAs [12].

We first compared the relative expression of the top two most abundant 3’UTR-APA isoforms of each gene at different time points. Based on the location of their pAs relative to the coding region, they were named proximal pA (Prx-pA) isoform and distal pA (Dis-pA) isoform, respectively (illustrated in Fig. 1b). 

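Prkar2a, which encodes a regulatory subunit of protein kinase A, used its Dis-pA in 837 of 840 reads in 1–3 week samples and in 82 of 1684 reads in 4–6 week samples. In Tfam, which encodes a mitochondrial transcription factor, 650 of 663 reads were at the Dis-pA in the younger samples and 3.04% in the older ones. In Cdkn1c, an inhibitor of cyclin-dependent kinases, it was 99.3% and 5.00%, and in Pppde1 98.9% and 2.49%. Midn, Tox, Fam134b and Mbd2 had no read at the Prx-pA in 1–3 week samples and a Dis-pA share of 24.5% to 41.6% in 4–6 week samples. For Midn, 0 of 766 reads allows a Prx-pA share of up to 0.392%. Plekho2 and 1700054N08Rik, also without a Prx-pA read in the younger samples, kept Dis-pA shares of 83.1% and 74.1% in the older ones. The opposite change was seen in Cpne1, which encodes a calcium-binding copine, with a Dis-pA share of 2.80% in 1–3 week and 94.3% in 4–6 week samples. The share was 21.4% and 90.1% in Cnnm3, 0.619% and 55.7% in 2010011I20Rik, 0.836% and 48.8% in AI314976, and 2.48% and 39.8% in Ctns, which encodes the lysosomal transporter cystinosin. Xpo7 had 0 of 2710 reads at its Dis-pA in the younger samples, which allows up to 0.111%, and 8.72% in the older ones. Tut1 had 0 of 314 reads, which allows up to 0.955%, and 11.1%. Wdr8, Aacs and Anapc7 passed the test on at most 10 Dis-pA reads in 4–6 week samples, and each lost its call with 1 library left out (highest adjusted p 0.208, 0.0681 and 0.122 from edgeR). The fitted log2 change of the Dis-pA to Prx-pA ratio was −10.45 for Tfam (standard error 0.69, adjusted p = 3.8e-05) and 8.96 for Cpne1 (standard error 0.96, adjusted p = 1.4e-04). For the genes with 3 or fewer reads of an isoform the fitted size depends on the prior count and is not given. Of 4208 genes with at least 20 Prx-pA and Dis-pA reads in every library, the ratio was lower in 4–6 week samples in 1445 and higher in 57. The number higher was 20 to 30 with 1w, 2w, 5w or 6w left out and 140 without 3w. Without regard to a test, all 3 older samples lay below all 3 younger ones in 2037 genes (48.4%) and above them in 223 (5.30%), where chance gives 5% each way.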

Using relative expression (RE) values between Prx-pA and Dis-pA isoforms (Fig. 1b), we found that the relative expression of Dis-pA isoforms to Prx-pA isoforms were significantly lower in 4–6 week samples than in 1–3 week samples (Fig. 1c). Consistently, 1–3 week samples could be separated from 4–6 week samples using cluster analysis based on RE values (Fig. 1c).

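The weeks differed in when genes moved. Prkar2a had Dis-pA shares of 99.7% at 1w and 2w and 99.3% at 3w, then 12.4% at 4w, 3.42% at 5w and 2.34% at 6w. Cnnm3, which encodes a membrane transporter of the cyclin M family, moved over all weeks, from 7.63% at 1w through 56.5% at 3w and 82.7% at 4w to 96.0% at 6w. Over the 4208 genes, the median RE was 2.05 at 1w, 2.03 at 2w and 1.42 at 3w, against 0.23 at 4w, −0.05 at 5w and −0.23 at 6w. Of all reads of these genes taken together, Dis-pAs had 61.8%, 61.4%, 56.8%, 56.2%, 58.9% and 60.9% from 1w to 6w, a pooled share that fell to 4w and rose again, unlike the median gene. The mean of these medians was 1.83 ± 0.36 (SD, n = 3 libraries) in 1–3 week samples and −0.02 ± 0.24 (SD, n = 3) in 4–6 week samples, with p = 0.1 from a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. Hierarchical clustering of mean-centered RE values by Pearson's r placed 1w, 2w and 3w in a cluster apart from 4w, 5w and 6w. Across genes, which are not independent replicates, r was 0.28 to 0.77 between libraries of a cluster and −0.84 to −0.45 between clusters, where centering alone gives −0.20. Without centering r was 0.94 between 1w and 3w and 0.93 between 3w and 4w.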

We next applied significant analysis of alternative polyadenylation (SAAP), our recently developed method to statistically identify regulated APA events using a bootstrapping approach [26], and global analysis of alternative polyadenylation (GAAP), a method for comparing the extent of APA regulation between samples using a read sampling method [26]. 

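Crem, which encodes a transcription factor of postmeiotic germ cells, moved toward its Prx-pA between 2w and 3w by a relative expression difference (RED, the difference in log2(Dis-pA/Prx-pA) between libraries) of −2.70 and again between 3w and 4w by −1.01. Ube2b, which encodes an E2 ubiquitin-conjugating enzyme, was called shortened at 3w (RED −1.59), at 4w (−4.28) and at 5w (−1.14), each time against the week before. Prkar2a was called only at 4w (−8.94) and 5w (−1.97). It had 3 Prx-pA reads in 1–3 week samples together, so the size at 4w depends on the 1 read added to each count. Cnnm3 was called lengthened at 3w (2.15), and Cpne1 at 4w (5.75). With all reads of each library and an FDR of 5%, SAAP called 53 genes shortened and 40 lengthened of 6472 tested for 2w vs. 1w. For 3w vs. 2w it called 691 shortened and 144 lengthened of 5956. The 4w vs. 3w comparison had 1125 shortened and 56 lengthened genes of 5573, with a median RED of −0.60 over all genes tested. For 5w vs. 4w there were 160 and 10 of 5446, and for 6w vs. 5w 48 and 14 of 5293. Each test covered genes with at least 20 Prx-pA and Dis-pA reads in both libraries, with 1 read added to each count. In simulated counts, 100 genes were changed by 1 and 100 others by 2 on the log2 scale. The calls held 3.38% false ones on average. They recovered 7% of the genes changed by 1 and 28.1% of those changed by 2, so genes not called include changed ones. With 1 library per week, no spread between mice could be estimated for the simulation. It also held far fewer changed genes than the 1125 called shortened for 4w vs. 3w. The rates of false and recovered calls therefore need not hold for real counts.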

With sequencing depth controlled across all samples (1.5 M) and false discovery rate (FDR) set at 5 %, we found that 3’UTRs began to shorten between 3w and 2w, and significant shortening took place between 4w and 3w as well as between 5w and 4w, as indicated by the ratio of number of genes with shortened 3’UTRs (Sh) to that with lengthened 3’UTRs (Le) (Fig. 1d, right). While 4w vs. 3w and 5w vs. 4w were similar in the extent of regulation (log2(Sh#/Le#) = 4.4 and 4.3, respectively), the former involved much more APA events than the latter (by ~4-fold, Fig. 1d, left). 

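At an equal depth of 1500000 reads drawn from each library, the genes shortened at 4w vs. 3w numbered 590 ± 20.1 (SD over 20 samplings) and the lengthened ones 33.9 ± 5.13. At 5w vs. 4w there were 32.8 ± 11.7 shortened and 4.00 ± 2.03 lengthened genes. The earlier phase, 3w vs. 2w, had 320 ± 15.7 shortened and 67.6 ± 8.35 lengthened genes, and the values were 23.7 ± 5.24 and 19.4 ± 6.45 at 2w vs. 1w and 12.8 ± 5.56 and 2.35 ± 1.69 at 6w vs. 5w. The log2(Sh#/Le#) was 0.29 for 2w vs. 1w, 2.24 for 3w vs. 2w, 4.12 for 4w vs. 3w, 3.03 for 5w vs. 4w and 2.45 for 6w vs. 5w. Regulated genes of both directions came to 624 at 4w vs. 3w and 36.8 at 5w vs. 4w, a ratio of 17.0. With each sampling scored against its own mean and SD, a form that failed the test on simulated counts, the 5w vs. 4w count was 229. Equal totals do not make the depth of each gene equal, as the 10 most abundant genes had 9.22% of reads at 3w and 20.9% at 4w. The SD covers the drawing of reads only, not differences between mice. From the ratio of shortened to lengthened genes at equal depth, the paper concludes that 3'UTRs began to shorten between 2w and 3w, and from the number of genes that much more APA regulation fell between 3w and 4w than between 4w and 5w.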

To examine 3’UTR length changes more directly, we calculated the 3’UTR size for each gene in each sample using weighted mean of all 3’UTR-APA isoforms, with weight being the read number in the sample. In line with other analysis results, the median 3’UTR size decreased progressively from 949 nt at 1w to 431 nt at 6w (Fig. 1e). 

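The mean 3'UTR of Prkar2a transcripts, weighted by reads, was 3430 nt long at 1w and 307 nt at 6w. For Tfam it was 874 nt and 123 nt, and for Crem 590 nt and 188 nt, while Cpne1 went from 3561 nt to 9978 nt. Over the genes with at least 50 reads in a library, the median was 776 nt at 1w (7287 genes), 740 nt at 2w (7071), 592 nt at 3w (6773), 441 nt at 4w (5922), 395 nt at 5w (5564) and 368 nt at 6w (5465). These medians averaged 702.5 ± 97.5 nt (SD, n = 3 libraries) in 1–3 week samples and 401.3 ± 36.9 nt (SD, n = 3) in 4–6 week samples, and a two-sided exact permutation test gave p = 0.1, the lowest value possible for this design. At 1w and 6w the medians were below those the paper gives. The genes that reach the minimum differ between weeks. In the 3625 genes that reached it in every library, the medians were 587, 584, 552, 493, 468 and 458 nt from 1w to 6w. Of these genes, 2168 had a shorter mean 3'UTR at 6w than at 1w and 482 a longer one.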

An example gene *Eif4h* is shown in Fig. 1f, which had two detected pA isoforms and displayed substantial 3’UTR shortening in spermatogenesis (weighted mean of 3’UTR size = 1,470 nt and 239 nt at 1w and 6w, respectively). 

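Eif4h (gene ID 22384), which encodes a translation initiation factor, lies on the minus strand of chromosome 5 of mm9. Its proximal pA is at position 135097198, 181 nt after the stop codon, and its distal pA at position 135095746, 1633 nt after it. The proximal pA had 50, 27 and 24 reads at 1w, 2w and 3w, and 924, 2043 and 2801 reads at 4w, 5w and 6w. The distal pA had 398, 383 and 379 reads in the first 3 weeks, and 141, 130 and 119 reads afterward. The weighted mean 3'UTR size was 1471 nt at 1w, 1537 nt at 2w, 1547 nt at 3w, 373 nt at 4w, 268 nt at 5w and 240 nt at 6w. In RPM, the Prx-pA isoform was at 10.9 at 1w and 400.2 at 6w, and the Dis-pA isoform at 86.5 and 17.0.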

Consistent with the global trend, the period between 3w and 4w involved a switch-like change of isoform expression (Fig. 1f). This is also supported by the relative expression difference (RED) value, which is the difference between RE values from two adjacent time points (Fig. 1f).

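The RED value of Eif4h was −6.63 for 4w vs. 3w, a shortening called by SAAP. It was 0.81 for 2w vs. 1w and 0.15 for 3w vs. 2w, neither of them called. The 5w vs. 4w value of −1.26 was called as well, and the 6w vs. 5w value of −0.58 was not. The Dis-pA share of reads was 88.8% at 1w (95% Wilson interval 85.6% to 91.4%), 93.4% at 2w (90.6% to 95.4%) and 94.0% at 3w (91.3% to 96.0%). It was 13.2% at 4w (11.3% to 15.4%), 5.98% at 5w (5.06% to 7.06%) and 4.08% at 6w (3.42% to 4.86%).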

There are several cell types in the testis, including spermatogonia, spermatocytes, spermatids, mature sperms and Sertoli cells. 

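Genes of spermatid nuclear proteins, which replace histones as the sperm nucleus condenses, rose between 3w and 4w, with reads of Tnp1 and Prm1 present from 1w on. All 7 on a list fixed beforehand were higher in 4–6 week samples and none was lower, with the same 7 calls when adjusted over the list alone. The protamine gene Prm1 had 431 reads at 3w and 149245 at 4w, and Tnp1, which encodes a transition protein, 1890 and 274743 reads. Their log2 changes were 10.55 (standard error 2.03, adjusted p = 0.0170 from edgeR) and 9.78 (standard error 2.26, adjusted p = 0.0222). Of 23 genes of the acrosome and round spermatids, 10 were higher and none lower (13 higher adjusted over the list alone), and their median RPM was 1.18 at 2w, 30.7 at 3w and 60.7 at 4w. Of 22 sperm tail genes, 7 were higher and none lower (7 adjusted over the list alone). The 13 genes of pachytene and late spermatocytes had a median of 1.74 RPM at 1w, 16.3 at 2w and 205 at 3w, then 135 at 4w, and 1 was higher and none lower (1 adjusted over the list alone). The 15 meiotic prophase genes were at a median of 64.2 RPM at 2w and 55.5 at 4w, with 3 higher and 1 lower (3 and 0 adjusted over the list alone); scaled by the Table S2 totals, 0 were higher and 3 lower. Spermatogonial genes went the other way, with 5 of 10 lower and none higher (5 adjusted over the list alone). Of 16 genes of Sertoli cells, the somatic cells that nurse the germ cells, 10 were lower (11 adjusted over the list alone) and none higher, and their median was 170 RPM at 1w, 64.0 at 2w and 13.9 at 4w. Kitl had a log2 change of −4.13 (standard error 0.74, adjusted p = 0.0147), Amh −4.54 (1.30, 0.0348) and Sox9 −3.34 (0.84, 0.0264). Of 9 Leydig cell genes, 2 were higher and 1 lower (2 and 1 adjusted over the list alone; 0 and 3 on the Table S2 totals), and of 11 genes of peritubular, vascular, blood and immune cells, 7 were lower and none higher (7 adjusted over the list alone). With each library left out in turn, 2 of the 7 calls of spermatid nuclear protein genes and 1 call each of the acrosome, sperm tail and pachytene lists held throughout, and none of the meiotic, spermatogonial, Sertoli, Leydig and peritubular lists. The highest adjusted p by edgeR was then 0.0691 for Prm1, 0.0841 for Tnp1, 0.0813 for Kitl, 0.127 for Amh and 0.109 for Sox9. In 3'UTR-APA between 2w and 4w, SAAP called 1649 of 5100 genes shortened (32.3%) and 147 lengthened.

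**Figure D1:**
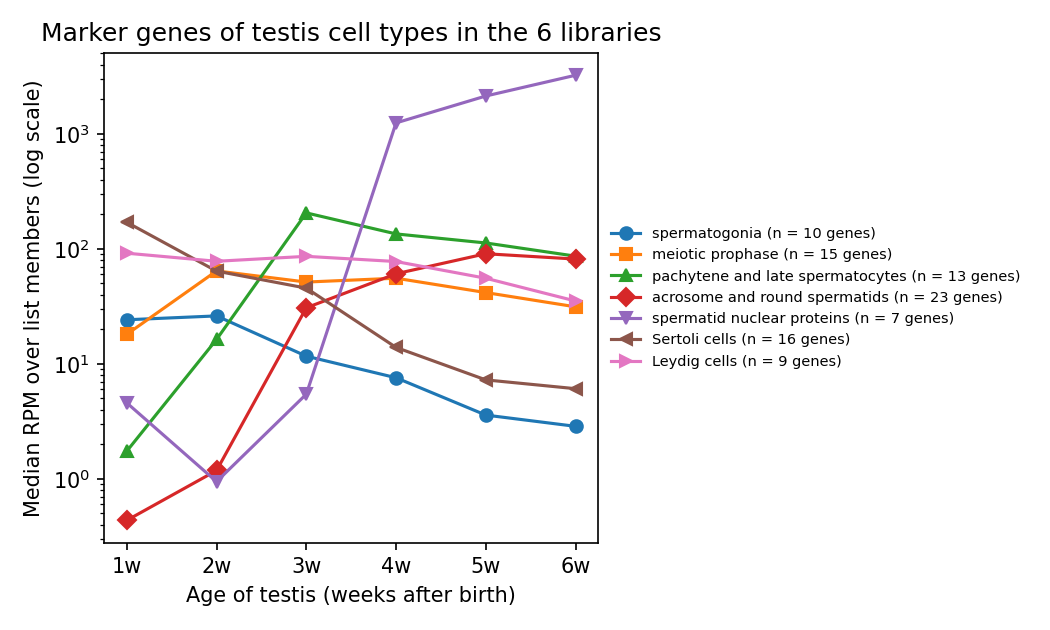
Median RPM (log axis) at each week of 7 lists of cell type genes, with the number of genes in each list. Spermatid nuclear protein genes are at 5.44 RPM at 3w and 1244 RPM at 4w, and Sertoli cell genes at 170 RPM at 1w and 6.07 RPM at 6w.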

Since 2w testes are highly enriched with spermatocytes and 4w testes with spermatids, our result suggests significant 3’UTR shortening during maturation of spermatocytes into spermatids. To confirm cell specificity of APA, we analyzed a strand-specific RNA-seq data set with different cell types purified from the testis [30]. Because RNA-seq data do not directly reveal APA isoforms, we used our 3’READS data to divide 3’UTRs into two portions (Fig. 2a): the region before the first pA, named common UTR (cUTR), and the rest of 3’UTR, named alternative UTR (aUTR). We then calculated the ratio of RNA-seq read density in aUTR to that in cUTR, shown as log2(aUTR/cUTR), to reflect the expression level of long 3’UTR isoforms relative to the short 3’UTR isoforms (Fig. 2a). Consistent with the 3’READS data, the median log2(aUTR/cUTR) ratio progressively decreased from spermatogonia to spermatocytes to spermatids (Fig. 2b). The value for Sertoli cells was the highest, indicating much longer 3’UTRs in these cells. An example gene *Cep57* is shown in Fig. 2c, which displayed fewer RNA-seq reads mapped to the downstream region of the first 3’UTR pA in spermatids compared to other cell types (Fig. 2c, bottom). 

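Cep57 (gene ID 74360), which encodes a centrosomal protein, lies on the minus strand of chromosome 9 of mm9 and had 6 pAs in its last exon. They lie 53, 248, 423, 562, 587 and 816 nt after the stop codon, and the isoforms ending at 248 and 423 nt had the most reads. Between these 2, the longer one took 94.6% of reads at 1w (95% Wilson interval 82.3% to 98.5%), 100% at 2w (83.2% to 100%) and 88.2% at 3w (82.9% to 92.0%). Its share was 53.6% at 4w (49.2% to 58.0%), 41.8% at 5w (38.1% to 45.6%) and 35.6% at 6w (32.1% to 39.3%). The 816 nt isoform made up 58.7% of all Cep57 reads at 1w, 45.7% at 2w and 12.9% at 3w, against 3.19% at 6w. The gene had 92 reads at 1w and 46 at 2w, the fewest of the 6 libraries, and 783 at 6w. The weighted mean 3'UTR size was 652 nt at 1w, 623 nt at 2w, 470 nt at 3w, 371 nt at 4w, 334 nt at 5w and 326 nt at 6w.

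**Figure D2:**
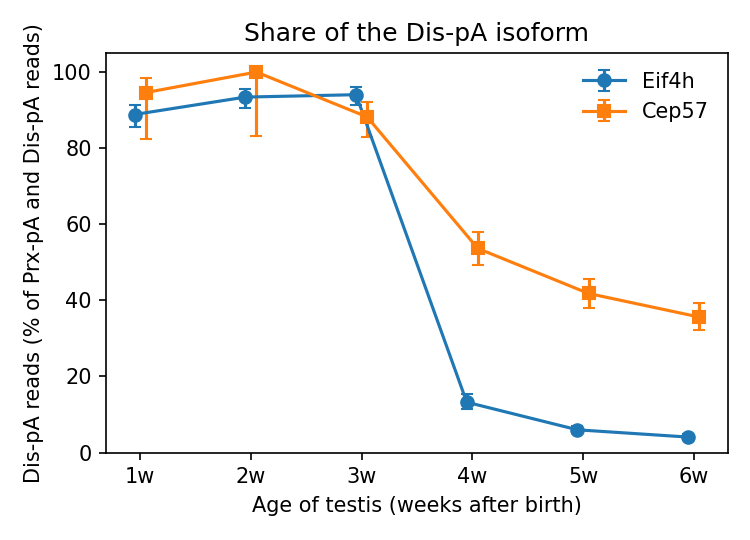
Share of the Dis-pA isoform among Prx-pA and Dis-pA reads (%, vertical axis) of Eif4h and Cep57 at each week, with 95% Wilson intervals. Cep57 goes from 94.6% at 1w to 35.6% at 6w, and Eif4h lies lower at 4w than in each earlier week.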

Note that the 3’READS data provided a much more precise picture of pAs and their regulation (Fig. 2c, top), attesting to the superiority of the method over a regular RNA-seq method for APA analysis. Taken together with the 3’READS result, these data indicate that 3’UTRs progressively shorten during spermatogenesis, with the shortest 3’UTRs being expressed in spermatids.

**Fig. 2:**
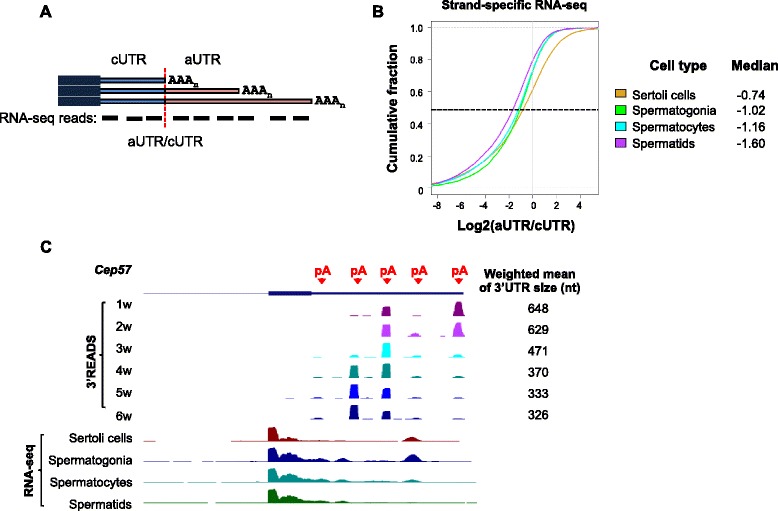
3’UTRs are the shortest in spermatids. **a** Schematic showing analysis of 3’UTR-APA using RNA-seq reads. Three 3’UTR-APA isoforms are shown. The common 3’UTR portion is called cUTR, and the alternative portion aUTR. RNA-seq reads mapped to aUTR was normalized to those mapped to cUTR to infer the relative expression of long vs. short 3’UTR isoforms. **b** Cumulative distribution function (CDF) curves of log2Ratio for RNA-seq reads mapped to aUTRs vs. those to cUTRs in different purified cells from testis. Median values are shown on the right. The data set used [NCBI GEO:GSE43717] was based on a strand-specific RNA-seq method. **c** An example gene *Cep57*. The 3’READS data indicating 3’UTR-pA sites are shown on the top and RNA-seq data are shown at the bottom. Weighted mean of 3’UTR size based on the 3’READS data is shown for each time point

### 3’UTR shortening is coupled with upregulation of gene expression that is important for sperm maturation

We next asked whether 3’UTR shortening in spermatogenesis is related to gene expression changes. To this end, we first summed up all 3’UTR-APA isoforms to represent gene expression and examined changes between adjacent time points. 

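The genes highest in 4–6 week samples relative to 1–3 week samples were near 0 in the younger ones. Cstl1, a cystatin-like gene, had 8, 0 and 2 reads at 1w, 2w and 3w and 2331, 5392 and 7728 reads at 4w, 5w and 6w, a log2 change of 11.51 (standard error 1.50, adjusted p = 0.00718 from edgeR). Fscn3, which encodes a testis fascin, had 1 read at 1w, none at 2w and 3w, and 519, 1368 and 1242 reads afterward. 1700008P02Rik had 1, 0 and 1 reads and then 392, 882 and 1277, and 1700011F03Rik had 1, 0 and 2 reads and then 498, 1113 and 1892. 1700015G11Rik had no read up to 3w and was at least 947-fold higher at 4w to 6w on TMM scaling, or 372-fold on the totals of Table S2, taking 3 counts over the group as the floor. Prss52, which encodes a serine protease, was at least 466-fold, 4932441B19Rik at least 449-fold, Gm136 at least 417-fold and Gm6682 at least 334-fold higher on TMM scaling, and 131-fold to 183-fold on those totals. 4933425O20Rik, at least 578-fold higher by TMM and 227-fold by the totals, lost its call with 1 library left out (highest adjusted p 0.0503). The genes that were lower by most include Bcan, which encodes a proteoglycan, with 357, 109, 11, 1, 0 and 0 reads from 1w to 6w. Dlk1, which encodes a Notch ligand of immature cells, had a log2 change of −5.62 (standard error 1.32, adjusted p = 0.0227), Sel1l3 −6.31 (1.60, 0.0266) and Plxna3, a semaphorin receptor, −4.84 (0.96, 0.0176). AI848285 had 200, 185, 11, 1, 0 and 0 reads from 1w to 6w, so its fitted size depends on the prior count and is not given. Agtr2, Dsg2, Wif1, Sept11 and Col9a2 were at −5.39 to −4.59. All 10 of these genes lost their call with 1 library left out (highest adjusted p 0.0731 to 0.126). Of 11269 genes tested, 1990 were higher and 2541 lower, and with the totals of Table S2 1082 and 6183. Calls came to 452 without 5w, 508 without 6w, 783 without 2w, 1828 without 4w, 2479 without 1w and 7961 without 3w.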

Compared to genes without 3’UTR changes, genes with shortened 3’UTRs were significantly upregulated in spermatogenesis (blue vs. gray lines in Fig. 3a). This difference could be observed between any adjacent time points after 2 weeks, with 3w vs. 2w and 4w vs. 3w being the most significant ones (*P* <2 × 10^−16^, Kolmogorov–Smirnov, or K–S, test). 

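Tfam, called shortened for 4w vs. 3w, had 144 reads in its last exon at 3w and 1373 at 4w. Other genes shortened in this comparison were Prkar2a, with 143 and 554 reads, Ube2b, with 568 and 1078, and Cdkn1c, with 115 and 82. Cpne1, called lengthened, had 30 and 161 reads. Between adjacent weeks, genes with shortened 3'UTRs had a median log2 expression change that exceeded that of genes without 3'UTR changes by 0.56 for 3w vs. 2w, 0.63 for 4w vs. 3w, 0.32 for 5w vs. 4w and 0.19 for 6w vs. 5w. Among 10000 random gene lists of the same size and mean expression, each of these 4 medians stood at percentile 99.99 or above. For 2w vs. 1w the difference was 0.00, at percentile 16.3. Because the medians of all genes move with the scaling, differences between groups are given. For 4w vs. 3w the medians were −0.19 and −0.81 with the totals of Table S2, and 41.3% of the shortened genes and 14.5% of the unchanged ones had a value above 0. With TMM scaling these medians were 0.55 and −0.07. Genes with lengthened 3'UTRs differed from unchanged ones by 0.04, 0.28, −0.01, 0.19 and −0.15 over the 5 comparisons in order of age. Each comparison sets 1 library against 1, so no p value across genes is given.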

To corroborate this result, we analyzed a RNA-seq data set, for which RNAs from testes were sequenced by a strand-specific method [44]. We used only reads mapped to CDS to eliminate the possible influence of 3’UTR change on gene expression calculation (Fig. 3b). Consistent with the 3’READS result, genes with shortened 3’UTRs were significantly upregulated from 15 dpp to 40 dpp, as compared to genes without 3’UTR regulation or with lengthened 3’UTRs (Fig. 3b).

**Fig. 3:**
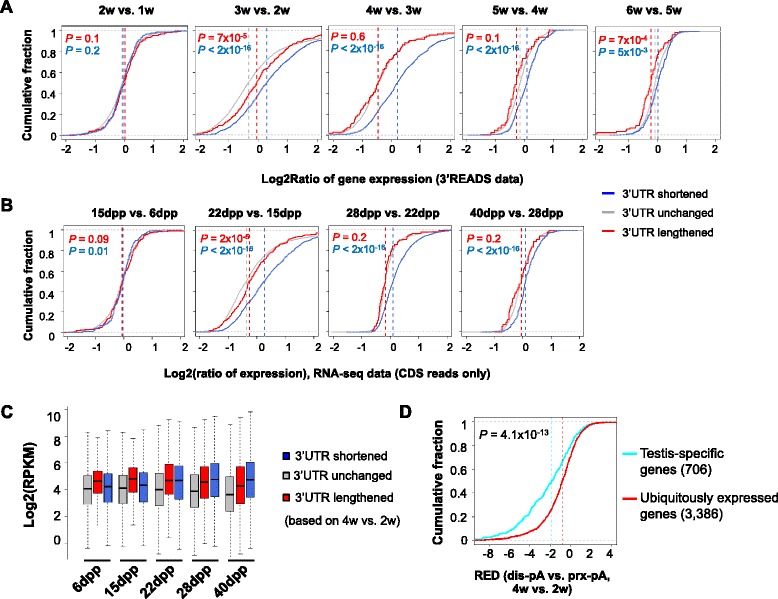
Genes with shortened 3’UTRs are more likely to have upregulated expression. **a** Gene expression changes at different stages of spermatogenesis. Genes were divided into three groups based on 3’UTR regulation between comparing samples (FDR = 5 %, SAAP analysis), namely shortened, unchanged and lengthened (shown in blue, gray and red, respectively). 3’READS data were used for the analysis, with all APA isoforms of a gene combined to represent the overall expression of the gene. The median value for each group is indicated by a dotted vertical line. *P* values (K–S test) indicating difference in expression between genes with shortened or lengthened 3’UTRs and genes with 3’UTRs unchanged are shown in each graph (in blue or red, respectively). **b** Gene expression changes between different stages of spermatogenesis based on RNA-seq reads [NCBI GEO:GSE42004] mapped to coding sequences (CDS). Because only CDS reads were used, gene expression analysis was not affected by 3’UTR changes. As in (**a**), genes were divided into three groups based on APA regulation using 3’READS data with the closest time points. Dpp, day post partum. **c** Gene expression levels (log2(RPKM)) for genes with shortened, unchanged or lengthened 3’UTRs at different stages of spermatogenesis. The plot is based on the RNA-seq data used for (**b**). 3’UTR regulation is based on 4w vs. 2w comparison. **d** Testis-specific genes tend to have greater 3’UTR shortening than ubiquitously expressed genes. The number of genes for each group is indicated. The *P* value (K–S test) indicates difference in relative expression difference (RED, 4w vs. 2w, see Fig. 1f for definition) between two groups

Interestingly, we found that the absolute expression level, as indicated by CDS read density (log2(RPKM)), of the genes with 3’UTR shortening was significantly higher than that of genes without 3’UTR changes, particularly at later stages of spermatogenesis (*P* = 0 for 28 dpp and 40 dpp samples, K–S test, Fig. 3c), suggesting that genes with shortened 3’UTRs are important for functions in spermatogenesis. Consistently, the top gene ontology (GO) terms associated with genes with 3’UTR shortening were highly relevant to sperm maturation, such as “protein ubiquitination”, “calcium ion import”, “centrosome”, “ciliary part”, etc. 

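Genes of the centrosome and cilium, and kinesin genes, were compared between 2w and 4w by lists fixed beforehand. The kinesin list covers the Kif family and was not limited to genes of the cilium or sperm tail. Of 19 kinesin genes tested, 9 were shortened and 1 lengthened, with a median RED of −1.62. Among them, Kif2a, a microtubule depolymerase, had a RED of −2.33. Of 14 centrosomal (Cep) genes, 4 were shortened and 1 lengthened (median −0.63), and of 8 intraflagellar transport (Ift) genes 3 were shortened and 1 lengthened (median −1.43). Over all 5100 genes tested the median was −0.93. Among 10000 random lists of the same size and mean expression, the kinesin median stood at percentile 8.13, the Ift median at 28.0 and the Cep median at 73.7, where low percentiles stand for more shortening. In 4–6 week against 1–3 week samples, 7 of 31 kinesin genes were higher and 6 lower (7 and 6 adjusted over the list alone), 4 of 20 Cep genes higher and 2 lower (4 and 2 adjusted over the list alone), and 1 of 12 Ift genes higher and none lower (0 adjusted over the list alone). On the totals of Table S2 the kinesin numbers were 3 and 13, and the Cep numbers 1 and 7. Of 8 dynein heavy chain genes, 2 were higher and none lower (2 adjusted over the list alone). Of these expression calls, 3 of the higher kinesin genes and both dynein genes kept theirs with any 1 library left out, and no Cep, Ift or lower kinesin gene did. Gene ontology terms were not analysed here.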

(Table 1). Notably, the protein ubiquitination pathway, which has been implicated in playing key roles in spermiogenesis, such as nucleosome removal and morphogenesis of the sperm [51], was also found to be highly significant by the ingenuity pathway analysis (Additional file 1: Table S1). 

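Among 19 genes of E2 ubiquitin-conjugating enzymes, which pass ubiquitin on to target proteins, 12 were shortened from 2w to 4w and none was lengthened. Their median RED of −2.96 stood at percentile 0.12 of 10000 random lists matched in size and mean expression. The paper had reported protein ubiquitination from these samples, and Ube2b, Ube2d3, Ube2e2, Ube2e3, Ube2g2, Ube2j1, Ube2l3, Ube2r2 and Ube2v2 are in its Table S1, so the percentiles of ubiquitin genes are not independent evidence. Ube2b had a RED of −5.86, with a log2 change of its Dis-pA to Prx-pA ratio of −6.34 in 4–6 week against 1–3 week samples (standard error 0.64, adjusted p = 1.2e-04 from edgeR). Ube2j1 had a RED of −6.68 on 0 Dis-pA reads at 4w and Ube2g2 −6.31 on 0 Prx-pA reads at 2w, so the size of both depends on the 1 read added. Ube2r2, Ube2d2, Ube2w, Ube2d3, Ube2e2, Ube2k, Ube2l3, Ube2e3 and Ube2z were shortened by −4.24 to −1.02, and Ube2c, Ube2f, Ube2n, Ube2o, Ube2q1, Ube2t and Ube2v2 were not called (Ube2v2 at −1.82). The DnaJ co-chaperones, which help proteins fold, had 13 shortened and no lengthened genes of 26 and a median of −2.04, with Dnajc21 at −5.27 on 0 Prx-pA reads at 2w. The DnaJ list stood at percentile 1.30, and at 40.4 with the most proximal and most distal pAs in place of the most abundant ones. Dnajb1, Dnajb9, Dnajc5, Dnajc10, Dnajc14, Dnajc18, Dnajc21, Dnajc27 and Dnajc30 are in Table S1 too, so the DnaJ percentiles are not independent evidence either. Of 17 proteasome genes 7 were shortened and none lengthened (median −1.24, percentile 30.2). Of 24 ubiquitin-specific peptidase genes 9 were shortened and 2 lengthened (−1.03, percentile 45.5). By edgeR, the Dis-pA to Prx-pA ratio was lower in 11 of 17 E2, 13 of 22 DnaJ, 7 of 17 proteasome and 9 of 20 peptidase genes, with 1 peptidase gene higher. With any 1 library left out, 10 of these E2, 6 DnaJ, 2 proteasome and 5 lower peptidase calls held. In expression, 13 of 40 DnaJ genes were higher and 2 lower (11 and 2 adjusted over the list alone), with Dnajb8 at a log2 change of 8.44 (standard error 1.09, adjusted p = 0.00718) and Dnajc7 at 5.04 (0.56, 0.00659); with the Table S2 totals 8 were higher and 13 lower. For E2 genes the numbers were 7 and 5 of 28 (7 and 6 adjusted over the list alone), or 2 and 14 with those totals. Of 32 proteasome genes 3 were higher and 2 lower (2 and 1 adjusted over the list alone; 0 and 22 with the Table S2 totals), and of 38 peptidase genes 10 were higher and 9 lower (12 and 12 adjusted over the list alone; 5 and 23). Of the expression calls, 2 higher DnaJ and 2 higher peptidase genes kept theirs with any 1 library left out, and no E2, proteasome or lower gene did.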

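Crem and Zpbp, which encodes a zona pellucida binding protein of the acrosome, had RED values of −3.71 and −3.36 for 4w vs. 2w. Both belong to a list of germ cell genes that joins the meiotic, spermatocyte, spermatid and sperm tail lists. Of its 23 genes with enough reads, 8 were shortened and 1 lengthened, and the median RED was −1.34. Of 38 genes expressed in most tissues, 9 were shortened and 2 lengthened, with a median of −0.54. Genes of cytosolic ribosomal proteins, also expressed in all tissues, had no shortened or lengthened gene of 25 and a median of 0.02. The germ cell list stood at percentile 18.3 of 10000 random lists of its size and mean expression, the ubiquitous list at percentile 90.5 and the ribosomal list at 99.6. Within the germ cell list, 3 of 8 meiotic prophase genes, 2 of 6 pachytene and late spermatocyte genes, 1 of 6 sperm tail genes and both acrosome genes tested were shortened. Of 3 spermatogonial genes, which form a separate list, 1 was shortened. Among spermatid nuclear protein genes only Tnp1 had enough reads at 2 pAs. Lower Dis-pA to Prx-pA ratios in 4–6 week samples were called by edgeR in 5 of 13 germ cell, 7 of 36 ubiquitous and 1 of 24 ribosomal genes, and 2, 3 and 0 of these held with any 1 library left out. Most germ cell genes have few reads at 2w, which limits the list. In expression 28 of 80 germ cell genes were higher and 1 lower (25 and 0 adjusted over the list alone), 7 of 53 ubiquitous genes higher and 14 lower (7 and 15 adjusted over the list alone), and 1 of 55 ribosomal genes higher and 6 lower (0 and 0 adjusted over the list alone). With any 1 library left out, 5 of the higher germ cell calls held and none of the others. These lists are not the groups of Fig. 3d, whose members are not analysed here.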

In further support of the functional relevance of APA to sperm development, we found that testis-specific genes tend to have significantly greater 3’UTR shortening (4w vs. 2w) than genes ubiquitously expressed across different tissues (*P* = 4.1 × 10^−13^, K–S test, Fig. 3d). Taken together, these data indicate that 3’UTR shortening coordinates with upregulation of genes that play important roles in sperm maturation.

**Table 1:** Gene ontology terms enriched for genes with significant 3’UTR shortening in spermatogenesis

−log_10_(*P*)	Gene ontology terms
Biological process	
3.5	protein ubiquitination
3.2	calcium ion import
2.4	ethanolamine-containing compound metabolic process
2.3	protein K48-linked deubiquitination
2.3	cilium organization
Cellular component	
4.0	centrosome
3.8	ciliary part
2.8	cell junction
2.8	microtubule associated complex
2.6	lipid particle

APA regulation was based on comparison of 4w vs. 2w samples. Only top five terms for each of the two gene ontology (GO) categories are shown. *P* is based on the Fisher’s exact test

### 3’UTR shortening correlates with high RNA polymerase II signals and open chromatin state

We next asked whether the regulated 3’UTR-APA sites had certain sequence and genomic features different from other sites. Interestingly, we noticed that genes with shortened 3’UTRs tended to have a significantly shorter cUTR and a longer aUTR than those with lengthened or unchanged 3’UTRs (*P* <1 × 10^−15^, K–S test, Fig. 4a). In addition, by dividing genes into five groups based on aUTR size (Fig. 4b), we found that the longer the aUTR the greater the extent of 3’UTR shortening, as indicated by the mean RED values of all genes. This trend was particularly noticeable for the 4w vs. 3w comparison (Fig. 4b), with *P* = 1.3 × 10^−41^ (Wilcoxon rank-sum test) for the difference between gene bins 1 (with the shortest aUTRs) and 5 (with the longest aUTRs). 

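Tfam has a cUTR of 102 nt and an aUTR of 521 nt, and Prkar2a a cUTR of 314 nt and an aUTR of 3134 nt. Both genes were shortened from 2w to 4w. Cpne1, which was lengthened, has a cUTR of 3243 nt, and Ctns, also lengthened, of 1316 nt. The 1645 shortened genes with annotated 3'UTRs had a median cUTR of 219 nt (quartiles 121 and 412) and a median aUTR of 896 nt (378 and 1798). The 3273 unchanged genes had a median cUTR of 390 nt (185 and 821) and a median aUTR of 368 nt (107 and 1059). The 146 lengthened genes had medians of 492 nt (248 and 1154) and 330.5 nt (96.25 and 1295). No random list of genes of the same size and mean expression, of 10000 drawn, had a median cUTR as short or a median aUTR as long as the shortened genes.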

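Genes were divided into 5 bins by aUTR size, the distance between the Prx-pA and the Dis-pA. For 4w vs. 3w, the 1115 genes with the shortest aUTRs, of 25 to 104 nt, had a mean RED of −0.22 ± 0.04 (SEM over genes). The bins from 104 to 314 nt, 314 to 743 nt and 743 to 1528 nt had means of −0.67, −0.92 and −1.18. The 1115 genes with the longest aUTRs had a mean of −1.13 ± 0.05, so the difference between the last 2 bins was within their errors. The last bin reaches an aUTR far longer than the longest in Fig. 4b, so no plateau is concluded from it. For 3w vs. 2w the means were −0.12, −0.25, −0.46, −0.56 and −0.66 from the shortest to the longest aUTRs. For 5w vs. 4w they were −0.11, −0.21, −0.28, −0.37 and −0.37, and for 6w vs. 5w 0.02, −0.05, −0.17, −0.12 and −0.10. No order was seen for 2w vs. 1w, with means of −0.07, −0.01, 0.01, −0.04 and −0.04. Genes are not replicates, so no p value across genes is given.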

Since the aUTR size is relevant to competition between two 3’UTR pAs for usage [26], this result suggests that the 3’ end processing activity is generally regulated in spermatogenesis. Previous studies showed that the 3’UTR length inversely correlates with expression of proliferation genes [21] and C/P-related factors [20]. However, no obvious global change of expression was observed with either group in spermatogenesis (Additional file 1: Figure S1), suggesting that *trans* factor expression as a whole may not be the reason for APA regulation.

**Fig. 4:**
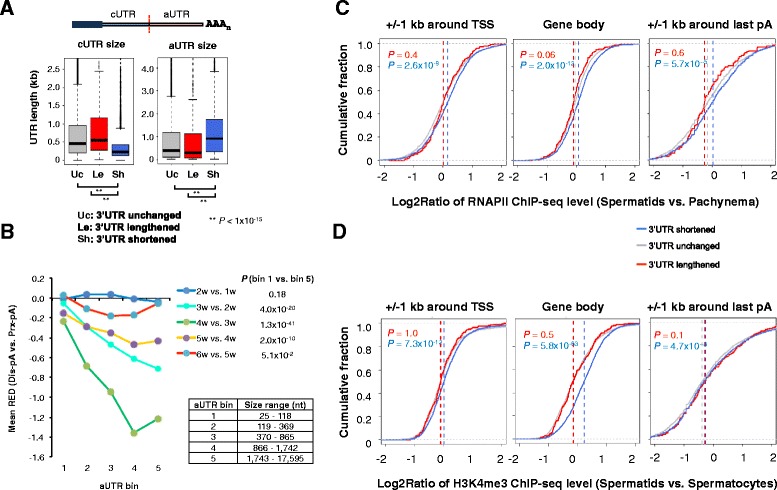
Shortening of 3’UTR by APA correlates with high transcriptional activity and open chromatin. **a** cUTR and aUTR sizes of genes with different 3’UTR-APA regulations. Left, boxplot showing cUTR size of genes with shortened (Sh), lengthened (Le), or unchanged (Uc) 3’UTRs. Right, same as the plot on the left except that aUTR size is plotted. 3’UTR regulation by APA was based on the SAAP analysis (4w vs. 2w, FDR = 5 %). *P* values comparing different gene groups were based on the K–S test. **b** Genes with longer aUTRs tend to have greater 3’UTR shortening in spermatogenesis. Genes are divided into five bins based on aUTR size, as indicated. The mean RED values between adjacent time points of all genes are plotted. *P* values (Wilcoxon rank-sum test) comparing gene bins 1 and 5 are shown. **c** Log2Ratio of RNAPII ChIP-seq levels between spermatids and pachynema (pachytene stage spermatocytes) for three groups of genes, namely 3’UTR shortened, unchanged and lengthened, around the TSS (+/− 1 kb, left), in gene body (middle) and around the last pA (+/− 1 kb, right). 3’UTR regulation was based on comparison of 4w and 2w samples. *P* values (K–S test) comparing genes with 3’UTR shortened (blue) or lengthened (red) with 3’UTR unchanged are indicated. **d** Log2Ratio of H3K4me3 ChIP-seq levels between spermatids and spermatocytes for three groups of genes, namely 3’UTR shortened, unchanged and lengthened, around the TSS (+/− 1 kb, left), in gene body (middle) and around the last pA (+/− 1 kb, right). 3’UTR regulation was based on comparison of 4w and 2w samples. *P* values (K–S test) comparing genes with 3’UTR shortened (blue) or lengthened (red) with 3’UTR unchanged are indicated

We next examined cis elements near the regulated pAs. Because proximal and distal pAs are surrounded by distinct cis elements [9, 52], we analyzed proximal and distal pAs separately (Additional file 1: Figure S2A). As such, upregulated proximal pAs of genes with shortened 3’UTR were compared with proximal pAs of other genes, and so were downregulated distal pAs. Overall, very few 4-mers were found to be significantly enriched in the −40 to +100 nt region around the regulated pAs (Additional file 1: Figure S2B). 

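Distal pAs of genes shortened from 2w to 4w were compared with distal pAs of other genes, and the proximal ones in the same way. Upstream of distal pAs, in the −40 to −1 nt region where the polyadenylation signal lies, UGUA had a score of 5.35 and UUGU of 4.12, the score being −log10(P) of Fisher's exact test on 4-mer counts. Downstream, from +1 to +100 nt, UUUU led with 10.5, followed by UUUC (5.33), GUGU (4.29) and AUUU (3.76). Around proximal pAs no 4-mer passed the limit of 3.71, which corrects for the number of 4-mers tested. The highest there were ACAG with 3.54 in the −40 to −1 nt region and CUUU with 2.92 from +1 to +100 nt. A polyadenylation signal, AAUAAA or a variant, lay upstream of 54.2% of proximal and 78.8% of distal pAs in 5063 genes, against 2.43% at control positions.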

The top ones were UUGU and UUUU in the −40 to −1 nt region and the +1 to +100 nt region of distal pAs, respectively (Additional file 1: Figure S2B). More significant 4-mers were found in the −100 to −41 nt regions of proximal pAs, such as CGAC, AAGA and CACC, and of distal pAs, such as UAUU, UUUU and AUUU (Additional file 1: Figure S2B). However, their significance of enrichment is substantially lower than what we previously observed with APA regulation by C/P factors [26], and they appear to be related to mRNA stability regulation (see below). Thus, while it remains possible that some cis elements near the pA may regulate pA usage through binding to certain RBPs, this result does not support a global, cis element-based APA mechanism in spermatogenesis.

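Farther upstream, between this region and −100 nt, proximal pAs of shortened genes were richest in CGAC, with a score of 10.6 and a frequency 2.44 times that near other proximal pAs. GAAG (8.77), AAGA (6.96), CACC (6.56), CUCC (5.20) and UCGA (3.73) also passed the limit there. For distal pAs it was passed by UUUU (8.13), AUUG (6.59), GUUU (4.54), UUGU (4.03) and UGUU (3.92), and UAUU stayed below it with 3.17. The region held 6 enriched 4-mers at proximal and 5 at distal pAs. Occurrences of a 4-mer within a gene and across genes are not independent, so the scores rank 4-mers and are not p values for genes.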

Prompted by the correlation between upregulation of gene expression and 3’UTR shortening (Fig. 3), we next asked whether APA changes in spermatogenesis were related to transcriptional regulation, as we previously observed across different tissue types and cell conditions [53]. To this end, we analyzed a chromatin immunoprecipitation and deep sequencing (ChIP-seq) data set for RNA polymerase II (RNAPII) [54], which included data for spermatids and pachytene stage spermatocytes (Additional file 1: Figure S3A). We found that genes with shortened 3’UTRs tended to have significantly higher RNAPII signals around the transcription start site (TSS), in the gene body and around the last pA, as compared to genes without 3’UTR-APA changes (*P* = 2.6 × 10^−9^, 2.0 × 10^−12^ and 5.7 × 10^−5^, respectively, K–S test, Fig. 4c). This result indicates that 3’UTR shortening is coupled with transcriptional upregulation in spermatogenesis.

We next asked whether chromatin structure, which is substantially remodeled in spermatogenesis and has been implicated in regulation of RNAPII activities [30], was related to 3’UTR-APA changes. To this end, we analyzed a ChIP-seq data set for H3K4 tri-methylation (H3K4me3) levels in spermatids and spermatocytes [32]. As expected, H3K4me3 levels were high around the TSS and downstream of the last pA (Additional file 1: Figure S3B). Importantly, the H3K4me3 level was significantly higher in spermatids vs. spermatocytes for genes with significant 3’UTR shortening than other genes (Fig. 4d) around the TSS, in the gene body and around the last pA (*P* = 7.3 × 10^−12^, 5.8 × 10^−63^ and 4.7 × 10^−8^, respectively, K–S test), indicating that APA regulation correlates with the H3K4me3 level. Since high H3K4me3 levels represent open chromatin state, this result suggests that chromatin structure change may lead to more efficient 3’ end processing, resulting in preferential usage of proximal pAs in 3’UTRs.

### 3’UTR shortening eliminates destabilizing elements that are highly potent in spermatogenesis

Because 3’UTR is important for mRNA metabolism, we next wanted to examine how 3’UTR shortening in spermatogenesis impacts cis elements in 3’UTRs. To this end, we first examined cis elements in shortened and lengthened 3’UTRs. To simplify analysis, we focused on two most abundant 3’UTR isoforms per gene and examined cis elements in cUTRs and aUTRs. As such, for each gene, the short isoform contained cUTR and the long isoform contained both cUTR and aUTR. Using APA events regulated between 4w and 2w samples (Fig. 5a) and 4-mers as indicators of cis elements, we found significant enrichments of U-rich, AU-rich and UG-rich elements in the aUTRs of shortened 3’UTRs, such as UUUU, AUUUU, UUUA, UUUG and UUGU (Fig. 5b). By contrast, the significance of 4-mers enriched in cUTRs of shortened 3’UTRs was rather modest, with the top 4-mers being CCAC, AAGA, CUCG, GCCG and GGAC (Fig. 5b). 

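The aUTRs of genes shortened from 2w to 4w, which only the long isoforms carry, were rich in U. UUUU had a score of 90.7 at 1.16 times its frequency in the aUTRs of other genes. AUUU had a score of 26.6, UUGU 25.2, UGUU 24.5, UUUG 23.9, UUUC 15.7 and UUUA 15.5. In all, 34 of the 4-mers passed the limit for aUTRs. The scores grow with the amount of sequence as well as with the ratio.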

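In the cUTRs of shortened genes, shared by both isoforms, the highest 4-mers were A- and U-rich. AAUA had a score of 11.4 at 1.12 times the frequency in other genes, AUAU 11.4, AUUA 9.40, AUAA 7.13 and UAUA 6.53. In all, 17 4-mers passed the limit.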

Interestingly, the cUTRs and aUTRs of lengthened 3’UTRs were also enriched with different 4-mers, including UG-rich and U-rich elements for cUTRs, such as UUGU, UGUU, UUUG, GUUU and UUUU; and G-rich elements, such as GCGG, CGGG and CAGG, for aUTRs (Fig. 5c). These results indicate that cis elements are highly biased in different portions of regulated 3’UTRs, suggesting potential impacts of 3’UTR cis elements on the APA profile.

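In cUTRs of lengthened genes, GUGU led with a score of 7.98 and a ratio of 1.21, followed by UGUG (6.95), UGUA (4.08) and GUAU (3.77). UUUG (2.97) and UGUU (2.96) stayed below the limit. In the aUTRs of lengthened genes the enriched 4-mers were rich in C and G, with CCAG at 6.80, CUGG at 5.59, CAGA at 5.27, CCCG at 5.07, AGGC at 4.00, CACC at 3.97 and CAGG at 3.77. The ratio of CCCG was 1.37, and that of CCAG 1.17. The group holds 146 genes, which limits the scores it can reach.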

**Fig. 5:**
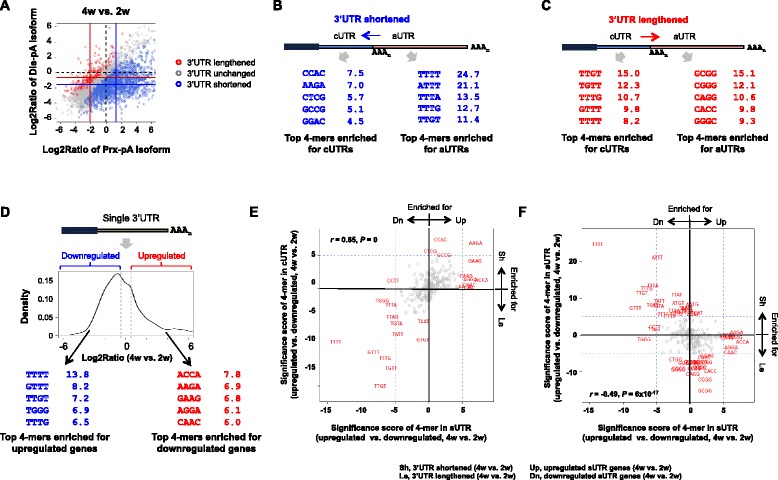
3’UTR cis elements contribute to mRNA abundance changes and APA profiles in spermatogenesis. **a** Scatterplot showing genes with lengthened, shortened and unchanged 3’UTRs between 4w and 2w samples. Significant 3’UTR-APA events were based on the SAAP analysis (FDR = 5 %) using the top two most abundant 3’UTR-pA isoforms of each gene. **b** Significant 4-mers enriched in cUTRs and aUTRs of genes with shortened 3’UTRs. Values are − log_10_(*P*), where *P* was based on the Fisher’s exact test examining the enrichment of 4-mers in cUTR (left) or aUTR (right) regions of genes with shortened 3’UTRs (4w vs. 2w). **c** As in (**b**) except that genes with lengthened 3’UTRs were analyzed. **d** Top, schematic showing cis element analysis using genes with only one pA, i.e., having a single 3’UTR (sUTR). Middle, upregulated and downregulated sUTR genes in the 4w vs. 2w comparison, corresponding to >1.4 fold change in RPM value, were selected for 3’UTR analysis. Bottom, top enriched 4-mers for sUTRs of downregulated genes (left) or upregulated genes (right). As in (**b**), values are − log10(*P*), where *P* was based on the Fisher’s exact test examining 4-mer enrichment. **e** Comparison of 4-mer enrichment in cUTR as calculated in (**b**) and (**c**) with that in sUTR as calculated in (**d**). X-axis values are − log_10_(*P*)*S, where *P* is the 4-mer enrichment *P* value for upregulated vs. downregulated genes, and S is 1 if a 4-mer is more enriched for sUTRs of upregulated genes, or −1 otherwise. Y-axis values are − log_10_(*P*)*S, where *P* is for enrichment of 4-mer in cUTRs of shortened or lengthened 3’UTRs, whichever is greater, and S is 1 if a 4-mer is more enriched for cUTRs of shortened 3’UTRs or −1 otherwise. **f** As in (**e**) except that y-axis is for enrichment of 4-mers in aUTRs of shortened or lengthened 3’UTRs

To address if 3’UTR cis elements can regulate mRNA abundance in spermatogenesis, we selected genes with a single 3’UTR, or sUTR. As such, their expression could not be affected by APA. Interestingly, U-rich and UG-rich elements, such as UUUU, GUUU and UUGU, were significantly enriched in the sUTRs of downregulated genes (4w vs. 2w, Fig. 5d), indicating that these elements correlate with transcript abundance changes. 

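Among genes with a single 3'UTR, those downregulated from 2w to 4w were enriched for G-rich 4-mers, with GGGG at a score of 16.1 and UGGG at 15.9, and for CCUG (14.9) and CUGG (13.8). UUUU was enriched in them as well, with a score of 7.42, while GUUU (2.90) and UUGU (1.59) stayed below the limit, and 32 4-mers passed the limit in this direction. The sUTRs of upregulated genes were A-rich, with AAUA at 34.6, AUAA at 26.4, UAAA at 22.6 and AAAA at 20.2, and 39 4-mers passed. These sUTRs were shorter, with a median of 162 nt against 387 nt for downregulated genes. The 4-mer counts were not matched for length. Up and down were taken from RPM values on the totals of Table S2. With TMM scaling, chosen after the values were seen, the signed score of UUUU was −18.7 and that of GUUU −4.02, negative values standing for the downregulated side. With the last 40 bases of each sUTR left out, also chosen afterward, they were −2.27 and −2.15, below the limit.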

Since these elements have previously been shown to play roles in mRNA stability [55, 56], it is likely that there exist potent mechanisms during spermatogenesis that degrade mRNAs containing these elements.

We next used the significance score (SS, derived from *P* value from the Fisher’s exact test, see Methods for detail) for each 4-mer to indicate its significance of enrichment in one set of sequences vs. another. 

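AAUA and AUAA, enriched in sUTRs of upregulated genes, were also enriched in cUTRs of shortened genes. Both groups hold the shorter sequences, with medians of 162 nt for these sUTRs and 219 nt for these cUTRs. A shared effect of length on these 4-mers was not tested. UGUG and GUGU, enriched in cUTRs of lengthened genes, had sUTR scores of −9.72 and −3.92, the minus sign standing for downregulated genes. Over all 4-mers, Pearson's r between the signed scores of sUTRs and cUTRs was 0.65. In alternatives chosen afterward it was 0.64 with the last 40 bases of each sUTR left out and 0.52 with TMM scaling. This correlation is across 4-mers, which overlap each other and are not independent.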

We found that the SS values of 4-mers for sUTR regulation were positively correlated with those derived from cUTR analysis (*r* = 0.65, Pearson correlation, Fig. 5e), i.e., those associated with downregulated sUTR genes were also enriched in cUTRs of lengthened 3’UTRs, and those with upregulated sUTR genes were also enriched in cUTRs of shortened 3’UTRs (top 4-mers were highlighted in red in Fig. 5e). By contrast, a negative correlation was observed between the SS values of 4-mers associated with sUTR gene expression and those derived from aUTR analysis (*r* = −0.49, Pearson correlation, Fig. 5f). 

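UUUU, on the downregulated side for sUTRs, had the highest score for aUTRs of shortened genes, whereas UUGU was at −1.59 for sUTRs and AAUA at 1.00 for aUTRs. Across all 4-mers, Pearson's r between sUTR and aUTR scores was 0.03. Without UUUU it was 0.16, and over 4-mers with under 3 U it was 0.26. With up- and downregulated genes taken after TMM scaling it was −0.18, so the sign of this correlation changes with the scaling. These alternatives were chosen after the first value was seen.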

Overall, U-rich UG-rich and UA-rich 4-mers were highly enriched for sUTRs of downregulated genes, cUTRs of lengthened genes and aUTRs of shortened genes (Fig. 5e and f). It is also noteworthy that analyses using 6-mers gave very similar results (Additional file 1: Figure S4). Taken together, these results indicate that cis elements in 3’UTRs play a significant role in regulating mRNA abundance in spermatogenesis, likely through control of mRNA stability, and hence contribute to the APA profiles. Conversely, our data also suggest that shortening of 3’UTR can significantly remove destabilizing elements, impacting gene expression.

### 3’UTR shortening substantially removes transposable elements in the transcriptome

Recent studies have indicated that pachytene piRNAs can degrade target mRNAs through imperfect base-pairing [45]. This mechanism has been implicated in degradation of transcripts containing transposable elements (TEs). We found that TE sequences detected by the RepBase database [57, 58] accounted for a sizable fraction of the 3’UTR repertoire in the mouse genome: for genes with a single pA, TEs accounted for 12 % of their 3’UTRs; for genes with APA, TEs accounted for 6 % and 16 % of their cUTR and aUTR sequences, respectively (Fig. 6a). Consistently, 3’UTR shortening in spermatogenesis led to ~5-fold decrease of the total number of transcripts with TEs (Fig. 6b). Using genes with a single pA, we found TEs in 3’UTRs could lead to significant downregulation of mRNA transcripts between 3w and 2w (*P* = 6 × 10^−7^, K–S test) and between 4w and 3w (*P* = 1 × 10^−11^, K–S test) (Fig. 6c), confirming the negative impact of 3’UTR TEs on mRNA expression.

**Fig. 6:**
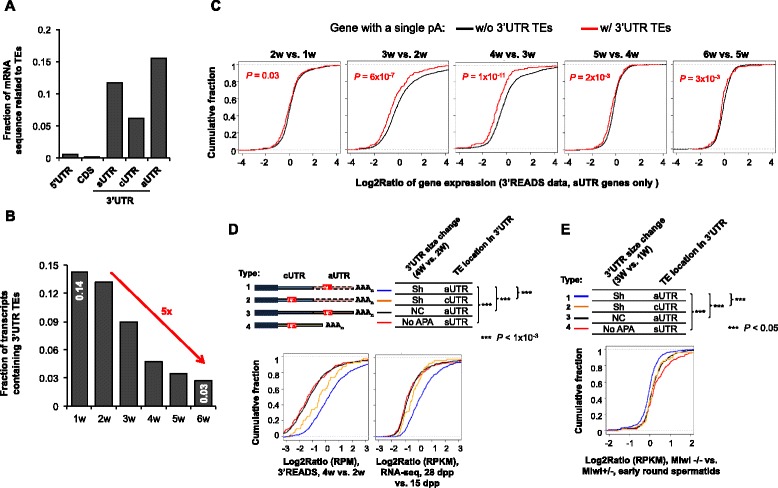
3’UTR shortening eliminates TEs. **a** TE contents in 5’UTR, CDS and 3’UTR of all genes. aUTR, alternative 3’UTR; cUTR, common 3’UTR; sUTR, single 3’UTR (gene without APA). The fraction of mRNA sequence related to TEs was based on the number of nucleotides of the TEs annotated by the RepeatMasker track of UCSC Genome Browser (mm9). **b** Change of TE-containing mRNAs in spermatogenesis. The fraction of the transcripts containing 3’UTR TEs at each time point is plotted. **c** Gene expression changes for genes with or without 3’UTR TEs. Only genes with a single 3’UTR (sUTR) were used for this analysis. Expression was based on the 3’READS data. *P* values (K–S test) indicating difference between the two gene groups are shown. **d** Expression changes of four types of genes. A type 1 gene has 3’UTR shortened and contains TEs only in aUTR; a type 2 gene also has 3’UTR shortened but contains TEs in cUTR only; a type 3 gene has 3’UTR unchanged and contains TEs in aUTR; a type 4 gene has a single 3’UTR (no APA) and there are TEs in the 3’UTR. All APA regulation was based on the 4w vs. 2w comparison. Bottom, gene expression was analyzed using 3’READS data (4w vs. 2w, left), or CDS reads of RNA-seq data (28 dpp vs. 15 dpp, right). *P* values (K–S test) indicating difference between type 1 genes and others are indicated on the top. **e** Gene expression difference in Miwi−/− vs. Miwi+/− at the early round spermatid stage for the four gene types described in (**d**) except that the APA analysis was based on 3w vs. 1w comparison. Gene expression was based on RNA-seq reads mapped to CDS. The type 1 gene set was compared with other types using the K–S test. *P* values are all significant (<1 × 10^−3^)

To examine how 3’UTR shortening impacts TE-mediated mRNA degradation, we divided genes into four groups based on both 3’UTR regulation between 4w and 2w and TE location in the 3’UTR (Fig. 6d, top): 1) genes with 3’UTRs shortened and with TEs in aUTR (TEs can be eliminated by 3’UTR shortening); 2) genes with 3’UTRs shortened and with TEs in cUTR (TEs cannot be eliminated despite 3’UTR shortening); 3) genes with unchanged 3’UTR and with TEs in aUTR (no APA regulation and TEs cannot be eliminated); 4) genes with a single 3’UTR which contains TEs (no APA and TEs cannot be eliminated). Both 3’READS data and RNA-seq data showed that genes with shortened 3’UTRs and with TEs in aUTR (group 1) tended to have significantly higher expression levels than genes in other groups between 4w and 2w (*P* <1 × 10^−3^, K–S test, Fig. 6d, bottom). This result suggests that elimination of TEs in 3’UTRs by 3’UTR shortening leads to higher transcript abundance.

To further address whether the TE-mediated gene regulation is due to mRNA degradation by the piRNA/Miwi pathway, we analyzed RNA-seq data from Miwi−/− and Miwi−/+ mice [44]. Focusing on the four groups of genes described above, we found that group 1 genes were significantly less activated in Miwi−/− vs. Miwi−/+ than the other three groups of genes (*P* <0.05, K–S test, Fig. 6e), indicating that downregulation of gene groups 2–4 in wild type mice were mediated by Miwi. This result further supports the notion that 3’UTR shortening helps avoid TE/piRNA/Miwi-mediated mRNA degradation in spermatogenesis. It is also notable that TE regulation was independent of the U-rich elements described above, because U-rich elements could still be detected after excluding TE sequences in analysis (Additional file 1: Figure S5A) and TE-mediated regulation identified by the Miwi−/− vs. Miwi−/+ comparison did not involve U-rich elements (Additional file 1: Figure S5B).

### Widespread regulation of C/P events in introns

Over ~40 % of mouse genes express mRNA isoforms using pAs in introns or exons upstream of the 3’-most exon [12] (illustrated in Fig. 7a). These APA events are commonly called CDS-APA because they lead to APA isoforms with different CDS. Regulation of CDS-APA can be controlled by both splicing and C/P activities [26]. Comparing CDS-pA isoform expression with that of 3’UTR-APA isoforms, we found samples could be clustered into two groups (Fig. 7b), i.e., 1–3 weeks and 4–6 weeks, similar to using the 3’UTR-APA data (Fig. 1c). 

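Clic6, which encodes a chloride channel protein, used CDS-pAs in 3.51% of its reads at 1w, 74.3% at 3w and 98.7% at 4w, a log2 change of the CDS-pA to 3'-most exon ratio of 8.87 in 4–6 week against 1–3 week samples (standard error 1.59, adjusted p = 0.00184 from edgeR). Dcun1d1, a neddylation factor, had 0 of 309 reads at CDS-pAs in the first 3 weeks, which allows up to 0.971%, and 45.6% at 4w, 69.8% at 5w and 77.0% at 6w. Serpinh1, Cd9, Ccdc6, Bcr, Col5a1, Slc24a3, Tmcc3 and Vps41 also had no CDS-pA read up to 3w and had shares of 6.68% to 30.0% in 4–6 week samples. Akap10, an anchor of protein kinase A, went the other way, with 30.4% at 1w, 42.4% at 2w, 1.08% at 3w and 0.0918% at 4w, a log2 change of −8.59 (standard error 1.48, adjusted p = 0.0015). Fyb, an adaptor of immune cells, had 80.5% at 1w, 15.0% at 3w and 0.485% at 4w (−6.75, standard error 1.05, adjusted p = 8.2e-04), and Col20a1, a collagen, 37.5%, 4.10% and none. Spata6, a gene of the sperm neck, had 12.5% at 1w, 14.3% at 2w and 0.332% at 3w, C87436 had 3.50%, 4.26% and 1.52%, and Kif21a 0.889%, 1.12% and 1.37%. In 1–3 week samples together, CDS-pA reads were 10 of 368 in Spata6, 17 of 604 in C87436 and 7 of 640 in Kif21a. The shares at single weeks thus rest on few reads. In 4–6 week samples none of at least 2200 reads of each gene were at CDS-pAs. Masp1 had 99.7% of its reads at CDS-pAs in 1–3 week and 77.5% in 4–6 week samples. 4933430H15Rik, Gpsm1 and Gtf2e2 were lower as well, but lost their calls with 1 library left out (highest adjusted p 0.0913, 0.0694 and 0.0858). Of 2418 genes the ratio was higher in 507 and lower in 97. The number of calls fell to 275 without 2w, 281 without 6w, 326 without 1w and 370 without 5w, and was 985 without 3w. Clustering of mean-centered RE values of CDS-APA set 1w, 2w and 3w apart from 4w, 5w and 6w, with r of −0.01 to 0.75 within these clusters and −0.79 to −0.18 between them, across genes. Centering alone gives r of −0.20, so the −0.18 between 3w and 4w does not set these apart, and without centering r was 0.86 between 3w and 4w and 0.79 between 1w and 3w.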

Using SAAP and GAAP analyses, we found that both 3w vs. 2w and 4w vs. 3w comparisons involved a large number of regulated CDS-APA events. Interestingly, while similar numbers of genes displayed upregulated and downregulated isoforms in 3w vs. 2w, a much greater number of genes showed upregulation of CDS-pA isoforms in 4w vs. 3w, indicating distinct mechanisms involved in CDS-APA in these two phases. 

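Between 2w and 3w, the ratio of CDS-pA to 3'-most exon isoforms rose in Clic6 (RED 6.77). It fell by 5.89 on the log2 scale in Akap10, and SAAP called both. Up and down in SAAP calls refer to this ratio, which also falls when reads in the 3'-most exon rise. Clic6 had no CDS-pA read at 2w, so the size of this RED depends on the 1 read added. Between 3w and 4w, Dcun1d1 (5.71) and Clic6 (4.37) were called upregulated, and Fyb (−4.69) and Akap10 (−3.62) downregulated. Dcun1d1 had no CDS-pA read at 3w, so its size depends on the added read as well. In all, 196 genes had upregulated and 175 downregulated CDS-pA isoforms in 3w vs. 2w of 3216 tested. In 4w vs. 3w, 281 were up and 59 down of 3256. The other comparisons had fewer calls, with 46 up and 11 down in 2w vs. 1w, 9 and 3 in 5w vs. 4w, and 46 and 16 in 6w vs. 5w. At equal depth, 3w vs. 2w had 86.7 ± 11.3 up and 69.2 ± 8.56 down (SD over samplings), and 4w vs. 3w 106 ± 14.9 and 23.2 ± 4.01. CDS-pA isoforms made up 8.74% of the reads of the genes tested at 2w and 8.84% at 3w, and in the next pair 8.99% at 3w and 11.1% at 4w. With 0.1 read added in place of 1 the log2 ratio of up to down for 3w vs. 2w was 0.66, and with intronic pAs only it was −0.02, against 0.16. Simulated counts gave 3.97% false calls on average, with 26.7% in the highest of 10 draws. As for 3'UTR-APA, this rate need not hold for real counts.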

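Isoforms using pAs in the first intron had a mean log2 expression change of 0.36 ± 0.12 (SEM over 251 pAs) in 4w vs. 3w, and those in the second intron of 0.38 ± 0.13 (174 pAs). For middle introns the mean was 0.19 ± 0.05 (1052 pAs), for second to last introns −0.05 ± 0.13 (149 pAs) and for last introns 0.04 ± 0.09 (287 pAs). The share of pAs with a value above 0 was 54.2%, 52.9%, 47.7%, 38.9% and 40.8% in this order. In 3w vs. 2w the means were 0.21 in first, −0.10 in second, 0.05 in middle, 0.03 in second to last and 0.27 in last introns, with 45.0%, 38.4%, 40.5%, 42.1% and 46.6% of pAs above 0. In 6w vs. 5w the means were 0.25 in first, 0.27 in second, −0.02 in middle, −0.12 in second to last and −0.13 in last introns, with 62.9%, 67.1%, 50.3%, 35.5% and 40.3% above 0. The means were 0.17 to 0.29 in 2w vs. 1w and −0.11 to −0.05 in 5w vs. 4w. Changes are in RPM on the totals of Table S2, for isoforms with at least 10 reads over both libraries. The sign of a mean and the share of pAs above 0 depend on that scaling. Differences between the means of a comparison do not, as another scaling moves them together. The SEM is over pAs, which are not replicates.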

Consistently, we found that intronic pAs close to the 5’ end of a gene were more likely to be activated in 4w vs. 3w (Fig. 7d), a trend not observed with 3w vs. 2w (Fig. 7d). In addition, gene groups regulated by CDS-APA in 4w vs. 3w were associated with distinct GO terms than those with CDS-APA regulated in 3w vs. 2w (Table 2). By contrast, other features, including intron size, 5’ splice site strength, or 3’ splice site strength, did not appear to be significantly associated with CDS-APA regulation at either stage (Additional file 1: Figure S6).

**Fig. 7:**
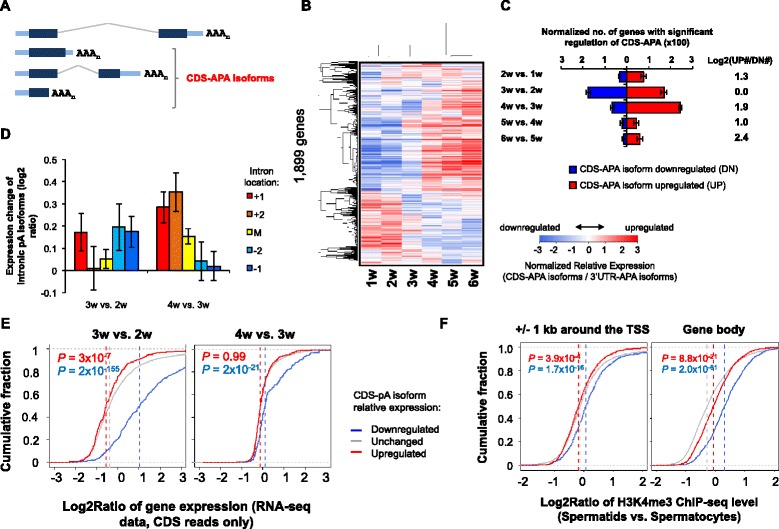
Regulation of CDS-APA in spermatogenesis. **a** Schematic of CDS-APA. CDS-APA isoforms are those using pAs in introns or non-3’-most exons. **b** Heatmap showing relative expression (RE) values of CDS-APA isoforms vs. 3’-most exon isoforms. RE values are mean-centered and clustered using hierarchical clustering with Pearson correlation coefficient as metric. **c** Normalized number of genes with significant regulation of CDS-APA as identified by GAAP and SAAP analyses (FDR = 5 %) (see Methods for details). The ratio of number of genes with upregulated (UP) CDS-APA isoforms to that with downregulated (DN) isoforms is indicated. **d** Regulation of isoforms using pAs in different introns. Introns were divided into five groups, i.e., the first and second introns (+1 and +2, respectively), the last and second to last introns (−1 and −2, respectively) and middle introns (M). The expression change of isoform is based on RPM values. **e** Gene expression changes vs. CDS-pA regulation. Genes were divided into three indicated groups based on CDS-APA regulation between comparing samples (SAAP analysis, FDR = 5 %). The median value for each group is indicated by a dotted vertical line. The *P* value (K–S test) for difference between genes with upregulated or downregulated CDS-APA and those with unchanged CDS-APA is shown in each graph (in red or blue, respectively). RNA-seq data with CDS reads were used for gene expression analysis. **f** ChIP-seq analysis of H3K4me3 levels on genes with CDS-APA regulation. Log2Ratio of ChIP-seq levels between spermatids and spermatocytes for the three gene groups is shown. CDS-APA regulation was based on comparison of 4w and 2w samples, corresponding to spermatid and spermatocyte stages, respectively. *P* value (K–S test) comparing genes having downregulated (blue) or upregulated (red) CDS-pA isoforms with genes having CDS-APA unchanged is indicated

**Table 2:** Gene ontology terms associated with genes with regulated CDS-APA in spermatogenesis

−log_10_(*P*), downregulated CDS-APA		−log_10_(*P*), upregulated CDS-APA		Gene ontology terms
3w vs. 2w	4w vs. 3w	3w vs. 2w	4w vs. 3w	
Biological process				
12.6	0.6	0.6	1.4	spermatogenesis
6.2	0.4	0.4	0.7	cilium movement
5.7	1.4	1.4	0.3	cellular process involved in reproduction in multicellular organism
5.2	0.5	0.5	0.6	fertilization
5.0	0.8	0.8	1.3	cilium organization
Cellular component				
7.5	0.5	1.5	0.4	cilium
0.4	1.5	0.4	5.2	intracellular non-membrane-bounded organelle
1.0	0.0	1.3	4.7	Golgi apparatus
4.3	0.1	2.1	0.2	sperm part
4.2	2.1	0.2	0.1	ciliary cytoplasm

*P* is based on the Fisher’s exact test. Only top five terms for each of the two categories, based on the maximum *P* value across all comparisons, are shown

Compared to genes with unchanged CDS-APA, genes with downregulated CDS-APA tended to be significantly upregulated (*P* = 2 × 10^−155^ and 2 × 10^−21^ for 3w vs. 2w and 4w vs. 3w, respectively, K–S test, Fig. 7e), whereas genes with upregulated CDS-APA tended to be either mildly downregulated in 3w vs. 2w, or unchanged in 4w vs. 3w (Fig. 7e). In addition, genes with downregulated CDS-APA tended to have increased H3K4me3 signals around the TSS and in the gene body (Fig. 7f), whereas those with upregulated CDS-APA tended to have mildly decreased levels, as compared to genes with unchanged CDS-APA (Fig. 7f). Thus, the usage of upstream pAs appears to be inhibited when gene expression is upregulated and chromatin becomes more open, a trend that is opposite to the usage of proximal pA in 3’UTRs (see above). Whether this difference is due to the involvement of splicing activity, which plays a major role in CDS-APA [26], remains to be examined in the future.

### Significant activation of bidirectional transcription in spermatogenesis

A large fraction of RNAPII promoters in mammalian cells are bidirectional, leading to both sense and antisense transcripts (reviewed in [59, 60] and illustrated in Fig. 8a). The antisense transcripts upstream of the TSS are typically called PROMPTs or uaRNAs. Recent studies have indicated that C/P is involved in termination of uaRNAs [28, 29], and PABPN1 and the exosome complex regulate their abundance [26]. 

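In the 6 libraries, 8907 uaRNA pAs of 5101 genes had reads. Of the 8784 with a transcription start site (TSS) in the annotation, 6757 lay within 2 kb upstream of it. Their median distance was −695 nt, with quartiles at −1148 and −400 nt. In bins of 100 nt the most pAs, 612, lay between −500 and −400 nt. By RPM the highest bin was −900 to −800 nt at 1w, 2w and 4w and −600 to −500 nt at 3w, 5w and 6w.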

Consistent with our previous data using mouse C2C12 cells [26], we found uaRNA pAs in testis samples were widely distributed within 2 kb from the TSS, peaking around −700 nt (Fig. 8b). 

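uaRNA of A430005L14Rik had 3, 2 and 4 reads at 1w, 2w and 3w and 670, 1281 and 1962 reads at 4w, 5w and 6w, a log2 change of 9.60 (standard error 0.79, adjusted p = 0.00435 from edgeR). Gm8096 had a log2 change of 9.73 and Ywhaq, which encodes a 14-3-3 protein, of 9.28, and D930020B18Rik had 1 read at 1w and none at 2w and 3w, then 95, 151 and 263 reads. uaRNAs of Mmachc, Mfsd7c, Hdac11, Gm9047, Tmprss13 and Clmn had no read up to 3w and were higher afterward, by at least 260-fold in Mmachc and at least 92.4-fold in Clmn on TMM scaling, or 102-fold and 36.3-fold on the totals of Table S2, with the floor at 3 counts over the group. uaRNA of 1222 genes passed edgeR's filter. Of these genes, 522 were higher and 13 lower in 4–6 week samples (319 and 46 on Table S2 totals, an alternative chosen afterward). The lower ones with the largest changes were 6430527G18Rik, Dpf3, Shc2, Stc2, Sox4, Hdac8, Fam110c, 2810008M24Rik, Mpnd and Usp53, and each lost its call with 1 library left out (highest adjusted p 0.0570 to 0.151). Stc2, which encodes a secreted hormone, had 149 uaRNA reads at 1w and 5 at 6w. The number of genes called was 275 without 6w, 343 without 5w, 356 without 2w and 1124 without 3w. Summed over all pAs, uaRNA came to 4547 RPM at 1w, 5649 at 2w, 16528 at 3w, 22196 at 4w, 22519 at 5w and 22518 at 6w. Against the week before this is 1.24-fold at 2w, 2.93-fold at 3w, 1.34-fold at 4w, and 1.01-fold and 1.00-fold at 5w and 6w. On TMM scaling the folds from 3w to 6w were 3.90, 2.24, 1.30 and 1.22. The mean of 4–6 week samples was 2.52 times that of 1–3 week samples, with p = 0.1 from a two-sided exact permutation test, which 3 libraries against 3 cannot undercut. Without the 10 genes with most uaRNA reads it was 2.16 times, and on TMM scaling 5.91 times.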

Importantly, their expression was significantly upregulated during spermatogenesis, with the most significant phase for upregulation being 3w vs. 2w (Fig. 8b). We found that there was a general correlation between uaRNA expression changes and regulation of their sense strand transcripts (Fig. 8c), with *r* = 0.30 and *r* = 0.36 (Pearson correlation) for 3w vs. 2w and 4w vs. 3w, respectively. 

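In the genes with both uaRNA and sense reads, uaRNA went up while the sense transcript went down in 723 genes for 3w vs. 2w and in 759 for 4w vs. 3w. These numbers are from RPM on the totals of Table S2, on which the median sense change was −0.47 and −0.70, and they depend on that scaling. The median log2 change of uaRNA was 0.88 for 3w vs. 2w over 1762 genes, with 66.2% above 0, and 0.14 for 4w vs. 3w over 2003 genes. Across genes, which are not independent replicates, Pearson's r between the log2 changes of uaRNA and sense RNA was 0.29 for 3w vs. 2w (Spearman's rho 0.31) and 0.35 for 4w vs. 3w (rho 0.29). It was 0.16 for 2w vs. 1w (1178 genes), 0.10 for 5w vs. 4w (1983 genes) and 0.05 for 6w vs. 5w (2017 genes). Genes needed at least 5 uaRNA reads and 20 sense reads over both libraries. The 5 correlations share libraries, and no p value is given across genes.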

Further analysis of the H3K4me3 ChIP-seq data showed that the TSS regions of genes with upregulated uaRNAs had much higher H3K4me3 signals in both spermatocytes and spermatids (*P* = 5 × 10^−206^ and 3 × 10^−153^, respectively, Wilcoxon rank-sum test). However no difference could be discerned between spermatocytes and spermatids (data not shown). This result indicates that open chromatin may be a prerequisite for uaRNA regulation, but the extent of its regulation is governed by other factors, possibly the activity of the corresponding bidirectional promoter.

**Fig. 8:**
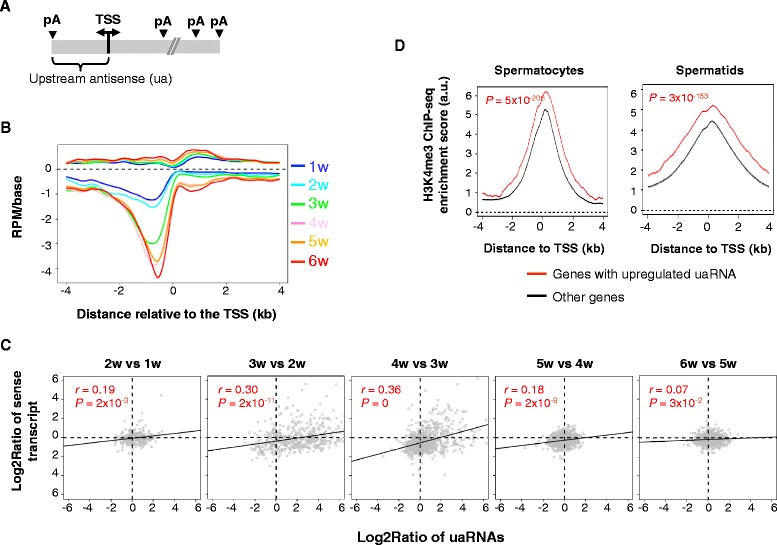
Widespread activation of upstream antisense RNA expression in spermatogenesis. **a** Schematic of upstream antisense RNA (uaRNA). An uaRNA is defined as an antisense transcript with pA located within 2 kb from the transcription start site (TSS) of a gene. **b** uaRNA expression is significantly upregulated in spermatogenesis. 3’READS data were used for the plot. Reads per million (RPM) value was assigned to each pA location. **c** Relationship between uaRNA expression and sense RNA expression at different time points. Correlation is indicated by the Pearson correlation coefficient (*r*) and *P* value for linear regression. **d** ChIP-seq analysis of H3K4me3 levels on genes with uaRNA regulation. Enrichment scores of H3K4me3 +/− 4 kb around the TSS are plotted for genes with upregulated uaRNAs or other genes. *P* values were based on the Wilcoxon rank-sum test comparing RPM values of the two gene groups in the +/− 1 kb region from the TSS

## Discussion

Here we show widespread shortening of 3’UTR by APA in spermatogenesis, with 3’UTRs being the shortest in spermatids. While this mechanism appears to be general, some genes tend to be regulated to a greater extent than others. Testis-specific genes display more substantial 3’UTR shortening than ubiquitously expressed genes, highlighting the importance of this mechanism for spermatogenesis. Interestingly, protein ubiquitination is the most significant pathway associated with genes with 3’UTR shortening. Because of the importance of ubiquitination for sperm development after spermatids, such as nucleosome removal and remodeling of cell structure, we posit that 3’UTR shortening plays an important role for spermiogenesis. Further experimental studies are needed to confirm this hypothesis.

Using genes without APA as a control group, we reveal that 3’UTR elements play an important role in mRNA abundance during spermatogenesis, including U-rich, UA-rich and UG-rich elements, possibly through regulation of mRNA stability. This may be important for elimination of mRNAs before spermatozoa, which contain little mRNA [61]. Future studies are needed to elucidate proteins involved in the mRNA degradation mediated by these cis elements. Another important question to be addressed is how much of a role APA plays to help transcripts evade degradation. Compared to sUTR transcripts, long 3’UTR isoforms decreased in expression by ~1.7-fold from 2 weeks to 4 weeks and short isoforms increased by about 2.1-fold in the same period (Additional file 1: Figure S7). 

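Among 3161 genes with a single 3'UTR, the median log2 change from 2w to 4w was −1.13 on the totals of Table S2. In 3438 genes with APA it was −0.43 for the Prx-pA isoform and −1.66 for the Dis-pA isoform. Relative to sUTR transcripts, the long isoforms were 1.44-fold lower and the short isoforms 1.62-fold higher, on the medians. Both changes are smaller than those the paper gives. Of the transcripts, 69.1% of sUTR, 55.4% of Prx-pA and 81.1% of Dis-pA ones had a value below 0. On TMM scaling the 3 medians were 0.03, 0.73 and −0.50, which leaves the differences between them as they are but turns the sign for sUTR and Prx-pA transcripts. The comparison is of 1 library with 1, and covers transcripts with at least 20 reads over both.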

Assuming long isoforms have similar decay rates to sUTR transcripts, their decrease in expression can be attributable to APA changes. Therefore, while future experiments are needed to precisely address the question, our analysis indicates a significant impact on mRNA stability through APA changes. In the same vein, our cis element analysis result can parsimoniously explain why some genes display 3’UTR lengthening while the global trend is shortening: for genes whose cUTRs are enriched with destabilizing elements, their short 3’UTR isoforms are less stable than the long isoform, which presumably contains additional stabilizing elements in the aUTR to negate the destabilizing effect of cUTR, leading to overall display of 3’UTR lengthening.

By analyzing APA isoforms containing TEs at different portions of 3’UTR, we corroborated the recent finding by Gou et al. [45] that 3’UTR TEs are targeted for degradation in spermatogenesis. Using gene expression data from Miwi−/− mice [44], we further found that the degradation is through the piRNA-Miwi pathway. Thus, 3’UTR shortening can help genes evade the TE/piRNA/Miwi-based mRNA elimination during spermatogenesis. Previous studies have shown that TEs in 3’UTRs can play regulatory roles for mRNA metabolism [62–64] and some TEs can confer functional pAs to the host gene [65]. APA regulation in spermatogenesis can thus effectively permit evolution of TEs in 3’UTRs without inhibiting the expression of host genes, contributing to exaptation of TEs into 3’UTRs. Further studies are needed to elucidate how important this mechanism is for 3’UTR evolution. Also to be examined is whether some TE-containing aUTR sequences can give rise to piRNAs, which in turn regulate the host gene post-transcriptionally.

We found that 3’UTR shortening is coupled with upregulation of gene transcription and open state of chromatin, as indicated by RNAPII and H3K4me3 levels, respectively. Open chromatin has been suggested to cause widespread transcription in testis [30], leading to high complexity of the transcriptome. While this result is consistent with our previous finding implicating a role of transcriptional activity in APA regulation [53], the mechanism behind the coupling is unclear. One possibility is that permissive chromatin structure makes it more efficient to assemble the cleavage/polyadenylation machinery, leading to more usage of proximal pAs. However, other mechanisms involving specific factors to facilitate recruitment of the C/P machinery, such as that mediated by transcription factors [66], cannot be ruled out.

Widespread regulation of APA events in introns and internal exons suggests modulation of splicing activity during spermatogenesis, which is consistent with previous reports [31, 34–37]. Notably, the CDS-APA regulation between 3 and 4 weeks is reminiscent of the APA regulation by U1 snRNP inhibition [26, 27], where activation of pAs is largely biased to 5’ introns. Whether there is a localized shortage of U1 snRNP for certain genes leading to activation of intronic pAs needs to be examined in the future. Interestingly, genes with suppressed CDS-APA isoforms tend to be upregulated in expression (Fig. 7e) and have higher H3K4me3 levels (Fig. 7f), suggesting that open chromatin state may lead to efficient splicing, resulting in inhibition of intronic C/P.

We found global activation of uaRNAs during spermatogenesis (Fig. 8). These non-coding transcripts are generated by divergent promoters and are typically under the surveillance of the exosome [26, 29]. Their expression can significantly enrich the transcriptome during spermatogenesis, potentially impacting evolution of new genes [67]. uaRNA expression appears to be associated with open chromatin around the TSS and correlates with the expression of sense transcripts. It is not clear, however, why they are not eliminated by the nuclear exosome. Whether the function of exosome is suppressed in spermatogenesis or is overwhelmed by substantial activation of uaRNA expression needs to be addressed in the future.

## Conclusions

Here we show widespread shortening of 3’UTR by APA in spermatogenesis, with 3’UTRs being the shortest in spermatids. By combining our data with other data, including RNA-seq, RNAPII binding and H3K4me3 signals, we propose a model which explains the mechanism of APA regulation and its consequence (Fig. 9): open chromatin in spermatogenesis may create a favorable cis environment for 3’ end processing, possibly by allowing more efficient assembly of the C/P complex. Enhanced C/P leads to preferential usage of proximal pAs, resulting in shortened 3’UTRs. Transcripts with a short 3’UTR can evade powerful mRNA degradation mechanisms in play during spermatogenesis. Stabilized transcripts, whose protein products are enriched with functions important for sperm maturation, can be efficiently stored and translated after the spermatid stage when transcription is halted. In sum, APA in spermatogenesis connects regulation of chromatin status with post-transcriptional control, impacting sperm maturation.

**Fig. 9:**
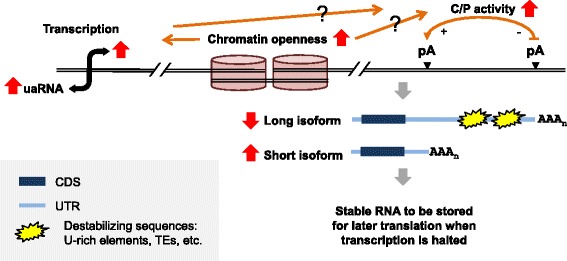
A proposed model for the mechanism and consequence of APA regulation in spermatogenesis. During maturation of spermatocytes into spermatids, chromatin becomes more open, leading to more transcriptional activities. Open chromatin and/or heightened transcription may create a more permissive cis environment for cleavage/polyadenylation (C/P). The enhanced C/P activity results in more usage of proximal pAs, leading to higher expression of short 3’UTR isoforms relative to long isoforms. Isoforms with short 3’UTRs avoid destabilizing cis elements in 3’UTRs, such as U-rich elements and TEs, which are potent during spermatogenesis. Stable isoforms are stored for translation after the spermatid stage when transcription is globally halted. Question marks indicate detailed mechanism(s) are not clear

## Methods

### 3’READS of testis samples

Testis samples were obtained from mice (FVB) by surgical removal according to the approved Institutional Animal Care and Use Committee (IACUC) protocols. The 3’ region extraction and deep sequencing (3’READS) method was previously described in [68]. Briefly, 25 μg of input RNA was used for each sample, and poly(A) + RNA was selected using oligo d(T)25 magnetic beads (NEB, Ipswich, MA, USA), followed by on-bead fragmentation using RNase III (NEB). Poly(A) + RNA fragments were then selected using the chimeric U_5_ and T_45_ (CU_5_T_45_) oligo conjugated on streptavidin beads, followed by RNase H (NEB) digestion. Eluted RNA fragments were ligated with 5’ and 3’ adapters, followed by RT and PCR (15x) to obtain cDNA libraries for sequencing on the Illumina platform. Processing of 3’READS data was carried out as previously described [68]. Briefly, reads were mapped to the mouse genome using Bowtie 2 (Langmead and Salzberg 2012). Reads with ≥2 unaligned Ts at the 5’ end are called poly(A) site-supporting (PASS) reads, which were used to identify pAs. pAs located within 24 nt from each other were clustered together. The number of PASS reads generated for each sample is listed in Additional file 1: Table S2.

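Table S2 gives the PASS reads behind each sample, 4236999 at 2w, 4593749 at 3w, 5225934 at 4w and 6005976 at 5w besides the totals at 1w and 6w. A PASS read ends at a pA and carries Ts that do not align to the genome, so it counts a transcript end. A few genes took a growing part of the reads assigned to genes. The 10 most abundant genes held 8.66% of reads at 1w, 9.22% at 3w and 33.2% at 6w. Tnp1 had 13.9% and Prm1 9.83% of the 6w reads, with uaRNA reads left out of the total. At 1w the most abundant genes were Gstm1, which encodes a glutathione transferase, with 67321 reads, and Rbm39, a splicing factor gene, with 66536. With uaRNA reads in the total, reads in the last exon made up 96.7% at 1w and 93.9% at 6w. Intronic reads made up 2.26% and 2.86%, and uaRNA reads 0.543% and 2.89%. Reads fell on 45103 pAs at 1w and on 48694 at 6w.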

### APA analysis

Relative expression (RE) of two 3’UTR-APA isoforms, e.g., Dis-pA and Prx-pA, was calculated by log2(RPM_Dis-pA_/RPM_Prx-pA_), where RPM was reads per million PASS reads. Relative expression difference (RED) of two isoforms in two comparing samples was based on difference in RE of the two isoforms in the two samples. For CDS-APA analysis, RE was based on comparison of all CDS-pA isoforms combined (CDS-pA set) with all 3’UTR-pA isoforms combined (3’UTR-pA set), and RED was also based on the two sets. We used the significance analysis of alternative polyadenylation (SAAP) method to identify significantly regulated APA events, as previously described [26]. Briefly, for two pAs (or two pA sets) from two comparing samples, a RED score was first calculated and was called observed RED. The PASS reads were then sampled based on the assumption that the relative abundance of each pA isoform was the same in two samples. Sampling was performed 20 times to obtain expected mean and standard deviation of RED, which were then used to convert observed RED to Z score (minus mean and divided by standard deviation). False discovery rate (FDR) was calculated by comparing observed Z (Zo) and expected Z (Ze) for a given Z cutoff value (Zc). For 3’UTR-APA, we selected the two most abundant pA isoforms for analysis. For CDS-APA, we combined all isoforms using pAs in upstream regions of the 3’-most exon and compared their expression change with that of isoforms using pAs in the 3’-most exon. Individual CDS-pAs were also analyzed by comparing to all other pA isoforms of the gene. For uaRNA analysis, we combined all antisense transcripts using pAs within 2 kb upstream from the transcription start site (TSS), excluding those mapped to other mRNA genes, and compared them to all sense strand transcripts, excluding pAs located within 2 kb downstream of the TSS. We used FDR = 5 % to select significantly regulated APA events. Global analysis of alternative polyadenylation (GAAP) was previously described in [26]. Briefly, for two 3’READS data sets A and B, we sampled by bootstrapping 1.5 M PASS reads from A and B, respectively. The number of genes with significant APA changes based on SAAP analysis was calculated and called observed value. The data were also randomly permutated (shuffled across samples) to obtain the expected value. The observed value − expected value was normalized number of genes with significant APA regulation. This process was repeated 20 times to obtain standard deviation. The weighted mean of 3’UTR size for each gene was based on 3’UTR sizes of all 3’UTR-APA isoforms, weighted by the expression level of each isoform based on the number of PASS reads. Only genes with ≥50 PASS reads were used for the analysis.

### Cis element analysis

To identify cis elements enriched for a set of sequences, we compared k-mer (k = 4 or 6) frequencies in the set vs. a background set and derived *P* values indicating significance of enrichment using the Fisher’s exact test. This was carried out to identify enriched k-mers for cUTR, aUTR and sUTR sets. For cis elements around regulated pAs, we first put proximal and distal pAs into two separate sets to mitigate the possibility that identified cis elements were related to location, rather than regulation. Regulated proximal pAs were then compared to other proximal pAs to identify overrepresented k-mers. The same approach was used for distal pAs. We examined three regions around the pA, i.e., −100 to −41 nt, −40 to −1 nt and +1 to +100 nt. For each region, the Fisher’s exact test was used to examine whether a k-mer was enriched for a set of pAs vs. other pAs.

### Analysis of introns

The intron location was based on the RefSeq database, considering all RefSeq-supported splicing isoforms. Distribution of regulated intronic pA isoforms was compared to that of background set, which was derived from all detected intronic pAs in the mouse genome [12]. To calculate 5’ splice site (5’SS) or 3’ splice site (3’SS) strength, we used all 5’SS or 3’SS supported by mouse RefSeq sequences and applied MaxEntScan to obtain strength scores [69]. The 5’SS or 3’SS strength of introns containing regulated pAs was compared to that of background introns with the same relative locations in genes by the Wilcoxon rank-sum test.

### Other analyses

Gene expression using 3’READS data was based on all PASS reads mapped to the 3’-most exon of a gene, represented by the reads per million total PASS reads (RPM) value. For RNA-seq data analysis, reads were mapped to the mouse genome (mm9) using Bowtie 2 (local mode). Only uniquely mapped reads with MAPQ score >10 were used. RefSeq gene models were used to calculate gene expression level. In order to eliminate the effect of 3’UTR-APA on gene expression calculation, only reads mapped to CDS were used. For ChIP-seq data analysis, reads were mapped to the mouse genome (mm9) using Bowtie 2. Only uniquely mapped reads with MAPQ score >10 were used. Reads mapped to the same genomic loci (defined by chromosome, strand and start and end positions) were collapsed into one. The genomic regions were binned for enrichment score calculation, i.e., every 50-nt before the TSS and after the last pA, or every percentile of the gene body. The enrichment score was defined as log2(ratio) of reads per million total mapped reads (RPM) of immunoprecipitated sample to that of input sample. The 5’ end position of a read was used to represent the read. For TE content analysis, 5’UTR and CDS were defined by RefSeq annotations, and 3’UTR was based on both RefSeq annotations and 3’READS data. All TE types were analyzed, including LINE, SINE, LTR and DNA. Gene ontology (GO) analysis was carried out using the Fisher’s exact test. GO annotation of genes was obtained from the NCBI Gene database. Testis-specific genes and ubiquitously expressed genes were defined in [70]. The following data sets were downloaded from the GEO database of NCBI: [NCBI GEO:GSE45441] (RNAPII ChIP-seq data); [NCBI GEO:GSE49621] (H3K4me3 ChIP-seq data); [NCBI GEO:GSE43717] (directional RNA-seq data for different cell types in testis); [NCBI GEO:GSE42004] (directional RNA-seq data for different stages of testis from Miwi +/− and Miwi−/− strains).

### Availability of supporting data

All data can be obtained from the NCBI GEO database [NCBI GEO:GSE73973].

## Additional file

Additional file 1: Figure S1. Gene expression changes of proliferation genes and C/P-related genes. **Figure S2.** Analysis of cis elements around pAs of shortened 3’UTRs. **Figure S3.** ChIP-seq data for RNAPII and H3K4me3 in spermatids and spermatocytes. **Figure S4.** 3’UTR cis elements contribute to APA profiles in spermatogenesis. **Figure S5.** The effect of 3’UTR TEs on gene expression is independent of U-rich elements. **Figure S6.** Features of the introns containing regulated pAs. **Figure S7.** Transcript expression changes from 2 weeks to 4 weeks. **Table S1. **Top five more significant Ingenuity Canonical Pathways enriched for genes with shortened 3’UTRs as determined by the Ingenuity Pathway Analysis. **Table S2.** Statistics of 3’READS data.

# Supplementary material for: Alternative cleavage and polyadenylation in spermatogenesis connects chromatin regulation with post-transcriptional control
**Source:** BMC Biol. 2016 Jan 22;14:6. doi: 10.1186/s12915-016-0229-6

## SUPPLEMENTARY INFORMATION

### Supplementary Figures

**Figure S1. Gene expression changes of proliferation genes (left) and C/P-related genes (right).**

The proliferation gene set was based on those reported in [21] and the C/P-related gene set was based on those reported in [6]. P-value (Wilcoxon rank-sum test) comparing proliferation gene set or C/P-related gene set with other genes is indicated.

**Figure S2. Analysis of cis elements around pAs of shortened 3'UTRs. (A)** Schematic showing the cis element analysis strategy. Prx-pAs and Dis-pAs were compared within their respective groups of pAs from genes without APA changes to minimize the influence of location-associated cis elements. **(B)** Cis elements enriched for Prx-pAs (left) or Dis-pAs (right) of genes with shortened 3'UTRs. Three regions around the pA were analyzed, i.e., -100 to -41 nt, -40 to -1 nt, and +1 to +100 nt. The 4w vs. 2w comparison data were used.

**Figure S3. ChIP-seq data for RNAPII and H3K4me3 in spermatids and spermatocytes. (A)** ChIP-seq data (GSE45441, NCBI GEO database) for RNAPII distribution on genes in spermatids or pachynema (pachytene stage spermatocytes). The 3 kb region upstream of the transcription start site (TSS) and 3 kb region downstream of the 3'-most pA are shown with absolute distance values (kb), and the region between TSS and 3'-most pA, or gene body, is shown with relative values, with the whole region set to 100%. Enrichment score (y-axis) was calculated based on log<sub>2</sub>Ratio of reads per million (RPM) for the immunoprecipitated sample to that of input sample. **(B)** ChIP-seq data (GSE49621, NCBI GEO database) for H3K4me3 distribution on genes in spermatids or spermatocytes. The 3 kb region upstream of the transcription start site (TSS) and 3kb region downstream of the 3'-most pA are shown with absolute distance values (kb), and the region between TSS and 3'-most pA, or gene body, is shown with relative values, with the whole region set to 100%. Enrichment score (y-axis) was calculated based on log<sub>2</sub>Ratio of reads per million (RPM) for the immunoprecipitated sample to that of input sample.

**Figure S4. 3'UTR cis elements contribute to APA profiles in spermatogenesis. (A)** As in Figures 5B and 5C, significant 6-mers enriched in cUTRs and aUTRs of genes with shortened 3'UTRs (top) or lengthened 3'UTRs (bottom). **(B)** As in Figure 5D, top enriched 6-mers for sUTRs of downregulated genes (left) or upregulated genes (right).

**Figure S5. The effect of 3'UTR TEs on gene expression is independent of U-rich elements. (A)**

Top 4-mers and 6-mers enriched in 3'UTRs of upregulated vs. downregulated genes in the 4w vs. 2w comparison, as in Figure 5D. To address the contribution of TEs, we used only non-TE sequences for this analysis. Values are  $-\log_{10}(P)$ , where  $P$  was based on the Fisher's exact test examining bias of 4-mer/6-mer frequency in the 3'UTRs of upregulated genes vs. downregulated genes. **(B)** Top 4-mers and 6-mers enriched in 3'UTRs of upregulated and downregulated genes in the Miwi-/- vs. Miwi+/- comparison. To eliminate the effect of 3'UTR changes on gene expression analysis, only genes with a single 3'UTR were used.

**Figure S6. Features of the introns containing regulated pAs.** Intron size, and 5' splice site (5'SS) and 3' splice site (3'SS) strengths of introns with upregulated intronic pAs **(A)** or with downregulated intronic pAs **(B)** were analyzed. Numbers are significance score (SS), which was calculated by  $-\log_{10}(P)*S$ , where  $P$  was based on the Wilcoxon rank-sum test comparing an intron set of interest with a background set, and  $S = 1$  when the intron set of interest had a larger median value (intron size, 5'SS strength or 3'SS strength) than the background set or -1 otherwise. The background set was derived from all mouse introns containing pAs with detectable usage (see Materials and Methods). Introns were divided into five groups based on relative location, as in Figure 7D. The SS data are colored according to the color scheme shown in the graph.

**Figure S7. Transcript expression changes from 2 week to 4 weeks.** Transcripts are divided into three groups, i.e., sUTR transcripts, short 3'UTR transcripts (Prx-pA) and long 3'UTR transcripts (Dis-pA). Median values are shown. Difference between median values of sUTR transcripts and of short/long 3'UTR transcripts is indicated. P-value (K-S test) indicating the significance of difference is shown.

## Supplementary Tables

**Table S1. Top five more significant Ingenuity Canonical Pathways enriched for genes with shortened 3'UTRs as determined by the Ingenuity Pathway Analysis**

| Ingenuity Canonical Pathways   | $-\log(P)$ | Molecules                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|--------------------------------|------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Protein Ubiquitination Pathway | 17.2       | FZR1, USP45, UBE3B, UBR2, USP20, UBE2V2, HSPA5, SKP1, TCEB1, USP48, DNAJC28, HSPA4, UBE2B, BAG1, SUGT1, UBE2E3, BRCA1, DNAJC30, ANAPC11, USP36, DNAJC27, PSMD5, THOP1, USP31, UBE2G2, UBE2L3, DNAJC5, PSMD12, DNAJC18, DNAJC14, HSPA13, SMURF2, VHL, PSMD9, CUL1, ANAPC10, DNAJC10, USP2, UBE4A, SMURF1, USP3, USO1, PSMD10, HSPA12B, PSMC6, USP16, USP47, PSMA3, DNAJB1, AMFR, HSPA4L, HSPH1, UBE2R2, MDM2, PSMB6, DNAJB9, UBE3A, PSMD8, HSPA12A, DNAJC21, UBE2J1, UBE2E2, USP37, USP46, BTRC, USP49, DNAJC7, UBE2D3, USP25 |
| IGF-1 Signaling                | 5.7        | IGFBP4, AKT2, PXN, NRAS, MAPK1, YWHAЕ, PRKAR2A, SRF, YWHAZ, PDPK1, KRAS, GRB10, PIK3R3, PTK2, RRAS2, PRKCI, IGF1, MAP2K2, PRKAG2, MRAS, SOCS7, RASA1, SOCS5, PRKAR1A                                                                                                                                                                                                                                                                                                                                                         |
| UVC-Induced MAPK Signaling     | 5.1        | NRAS, MAPK1, MAPK9, KRAS, BRAF, PRKCI, RRAS2, SMPD4, MAP2K2, PRKCD, MRAS, MAPK10, SMPD3, PRKCB                                                                                                                                                                                                                                                                                                                                                                                                                               |
| ATM Signaling                  | 5.1        | SMC3, CREB3, ABL1, CCNB2, MAPK9, MDM2, MRE11A, TDP1, CBX5, CDK1, ATF2, RAD51, SMC2, MAPK10, TP53BP1, TLK2, BRCA1                                                                                                                                                                                                                                                                                                                                                                                                             |
| Huntington's Disease Signaling | 5.1        | MAPK1, VTI1A, PACSIN1, EGF, PDPK1, HSPA5, AP2A2, VTI1B, GNB1, HSPA4, CDK5, IGF1, HDAC11, VAMP3, DNAJB1, GOSR1, GNB1L, RASA1, NAPA, SDHA, AKT2, MAP2K7, PSMF1, SH3GL3, CREB3, TBPI, RCOR1, MAPK9, HIP1, PSME3, ATF2, TAF9B, PIK3R3, PLCB4, PRKCI, DNAJC5, PRKCD, CAPN7, GOSR2, DNM1L, PRKCB                                                                                                                                                                                                                                   |

Genes with shortened 3'UTRs are those with significant shortening (FDR = 5%, SAAP analysis) between 4w and 2w samples.

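The study chose the pathway lists of Table S1 on these samples, so these counts are not independent evidence. Of 61 genes of the Protein Ubiquitination Pathway list with enough reads, 50 were shortened and none lengthened from 2w to 4w, with a median RED of −2.17. The list of IGF-1 Signaling had 18 of 22 shortened (median −2.23), UVC-Induced MAPK Signaling 9 of 11 (−1.48), ATM Signaling 13 of 14 (−2.21) and Huntington's Disease Signaling 33 of 35 (−2.07). Taken as a union, 104 of 122 genes were shortened. The ratio of Dis-pA to Prx-pA isoforms was lower in 4–6 week samples in 41 of 55 genes of the ubiquitination list and in 75 of 112 genes of the union. In expression, 41 of 135 genes of the union were higher and 16 lower in 4–6 week samples (42 and 16 adjusted over the list alone), and 13 and 63 on the totals of Table S2. With any 1 library left out, 49 of the 75 lower ratios, 7 of the 41 higher and none of the 16 lower expression calls held.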

**Table S2. Statistics of 3'READS data.**

| <b>Sample</b> | <b>No. of PASS reads</b> |
|---------------|--------------------------|
| 1w            | 4,598,547                |
| 2w            | 4,236,999                |
| 3w            | 4,593,749                |
| 4w            | 5,225,934                |
| 5w            | 6,005,976                |
| 6w            | 6,999,620                |

Figure S1

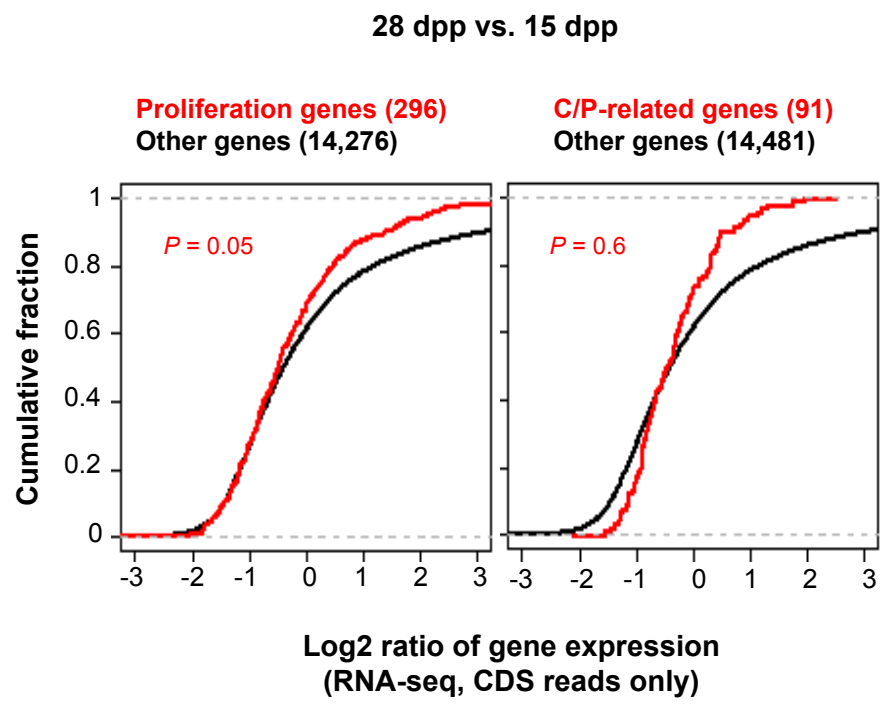

Figure S2

A

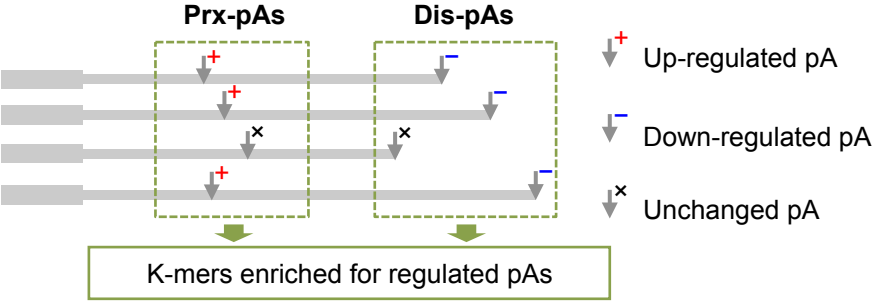

B

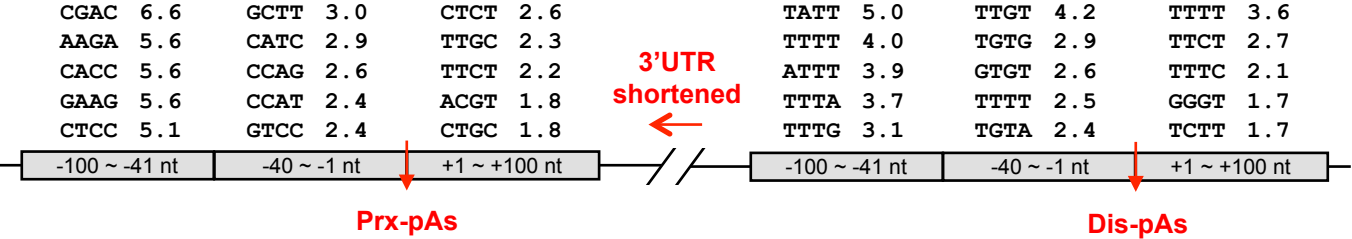

Figure S3

A

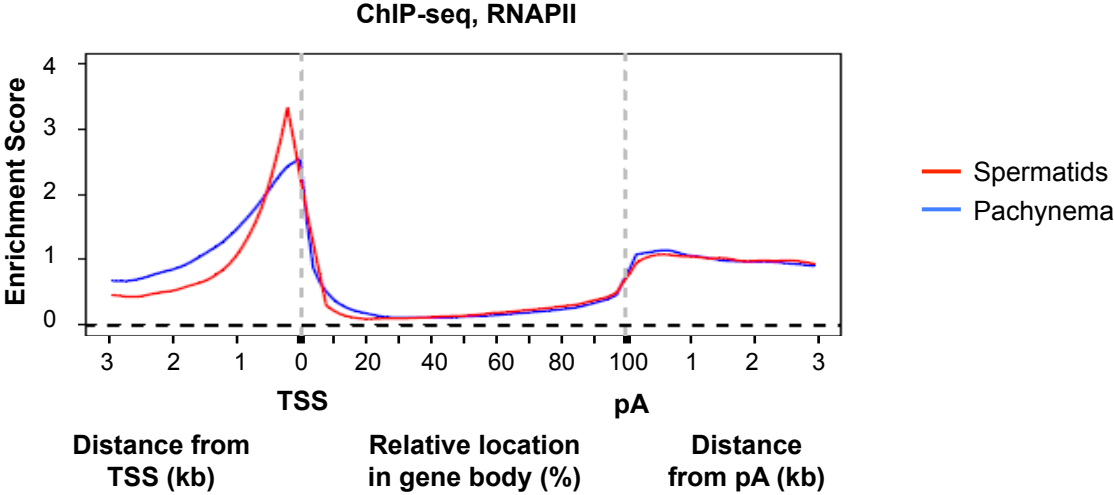

B

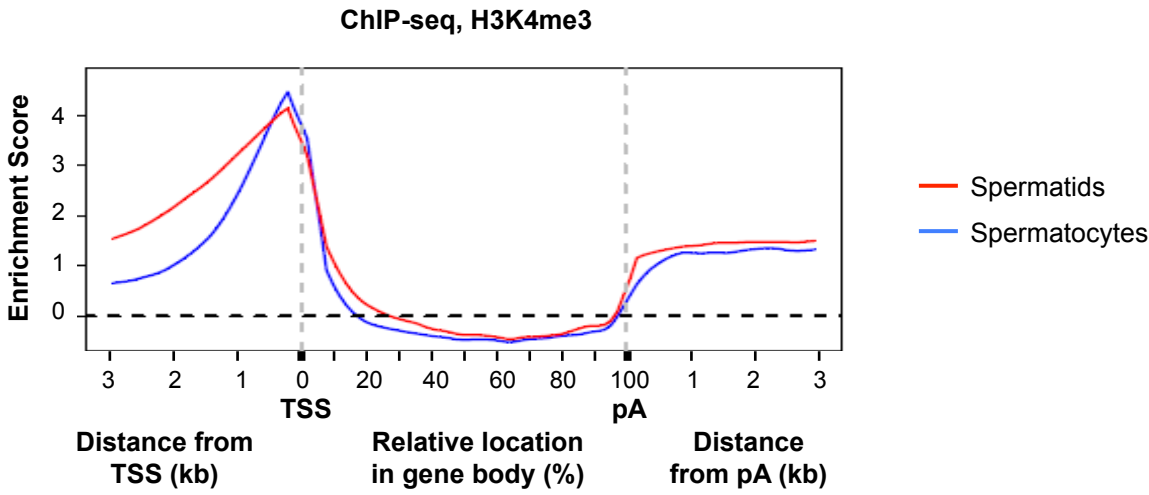

Figure S4

A

Top 6-mers enriched  
for cUTRs

|        |     |
|--------|-----|
| CCACCC | 5.7 |
| GAAGAA | 3.9 |
| CCCACC | 3.5 |
| CAAGAC | 3.3 |
| CAACGG | 3.2 |
| CAGCCG | 3.1 |
| GCCTCG | 3.1 |
| TGGAAG | 3.0 |
| AAGAAC | 2.9 |
| AAGACA | 2.9 |

Top 6-mers enriched  
for aUTRs

|        |      |
|--------|------|
| ATTTTT | 11.2 |
| TTTTTA | 8.8  |
| TATTTT | 7.5  |
| TTTTAA | 6.7  |
| TTGTAA | 6.6  |
| TGTTTT | 6.2  |
| TTATTT | 6.1  |
| GTTTTT | 6.0  |
| TTTTAT | 6.0  |
| AATTTT | 5.1  |

3'UTR  
shortened

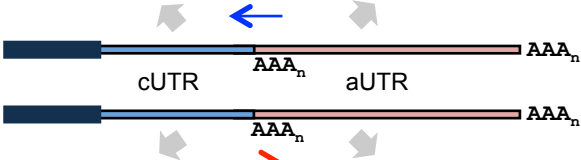

3'UTR  
lengthened

|        |      |
|--------|------|
| TTGTTT | 12.3 |
| TTTGTT | 11.2 |
| TGTTTT | 8.7  |
| TTTTGT | 6.7  |
| GTTTTT | 6.1  |
| TGTTTG | 5.1  |
| GTTTGT | 5.0  |
| CTTGT  | 4.2  |
| TATTTT | 3.9  |
| AGGTGT | 3.6  |

|        |     |
|--------|-----|
| GCGGGG | 9.5 |
| TTCTTC | 7.6 |
| TCTTCT | 6.9 |
| GGCGCG | 6.8 |
| CCCCGC | 6.2 |
| CTTCTT | 6.1 |
| CCCGCC | 5.4 |
| GGCTGG | 5.4 |
| CGGCCG | 4.9 |
| CGCCGC | 4.7 |

Top 6-mers enriched  
for cUTRs

Top 6-mers enriched  
for aUTRs

B

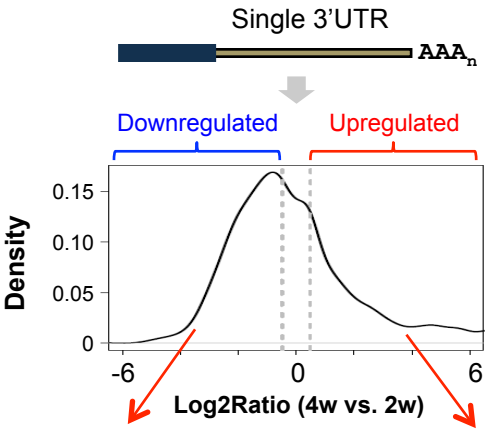

|        |     |        |     |
|--------|-----|--------|-----|
| TTTTTT | 5.3 | AACAAC | 6.0 |
| GTTTTT | 4.5 | ACAACA | 4.4 |
| TTGTTT | 4.4 | AGCTGA | 4.3 |
| TTTTGT | 3.9 | AAGGCG | 4.1 |
| TTTGTT | 3.6 | TTGCGG | 4.1 |
| TTTTAG | 3.5 | AGGAGG | 3.8 |
| CTTTTG | 3.3 | GAGGAG | 3.7 |
| TGCCCT | 3.3 | GATGAG | 3.7 |
| TGTTTT | 3.3 | CAACAA | 3.5 |
| TTTTTA | 3.3 | CCAAGC | 3.5 |

Enriched 6-mers in 3'UTRs

Figure S5

A

Gene expression change, 4w vs. 2w,  
(3'READS), non-TE sequences only

|                                                   |      |        |        |     |
|---------------------------------------------------|------|--------|--------|-----|
| K-mers enriched for 3'UTRs of upregulated genes   |      |        | TTGCGG | 4.4 |
|                                                   |      |        | AAGGCG | 4.2 |
|                                                   |      |        | AGCTGA | 4.2 |
|                                                   |      |        | TTCAAG | 3.9 |
|                                                   |      |        | CCAAGC | 3.7 |
|                                                   | ACCA | 7.7    | CGGGAT | 3.6 |
|                                                   | AAGA | 6.6    | AACAAC | 3.5 |
|                                                   | CAAG | 6.1    | GATGAG | 3.4 |
| K-mers enriched for 3'UTRs of downregulated genes | GAAG | 5.8    | AACATC | 3.3 |
|                                                   | TCAA | 5.6    | GGCAAA | 3.2 |
|                                                   | TTTT | 10.3   | GTTTTT | 3.8 |
|                                                   | TTGT | 7.3    | TTTTTT | 3.6 |
|                                                   | GTTT | 7.0    | CTTTTG | 3.2 |
|                                                   | TGGG | 7.0    | GGTGGG | 3.2 |
|                                                   | TTTG | 5.4    | TGCCTT | 3.2 |
|                                                   |      |        | TTGTTT | 3.2 |
|                                                   |      |        | CTTGTT | 3.1 |
|                                                   |      |        | TATTTA | 3.0 |
|                                                   |      |        | TTTTAG | 3.0 |
|                                                   |      |        | TTTTTA | 2.9 |
| 4-mers                                            |      | 6-mers |        |     |

B

Gene expression change, Miwi -/- vs. Miwi+/-,  
early round spermatids (RNA-seq)

|                                                   |      |        |        |     |
|---------------------------------------------------|------|--------|--------|-----|
| K-mers enriched for 3'UTRs of upregulated genes   |      |        | GCAGAG | 4.0 |
|                                                   |      |        | GCTGTC | 3.7 |
|                                                   |      |        | TGAACT | 3.4 |
|                                                   |      |        | GCGGTG | 3.1 |
|                                                   |      |        | CTGGCT | 2.8 |
|                                                   | CTGG | 5.1    | GACTGC | 2.8 |
|                                                   | CCTG | 4.3    | CAGGGG | 2.6 |
|                                                   | GCAG | 4.3    | CCCACC | 2.6 |
|                                                   | GCCT | 3.6    | GGCCTG | 2.6 |
|                                                   | CAGG | 3.5    | ACTCAC | 2.5 |
| K-mers enriched for 3'UTRs of downregulated genes | AAAA | 8.6    | TGAATA | 5.0 |
|                                                   | GAAA | 5.4    | CAAGAA | 4.0 |
|                                                   | AGAA | 4.9    | AAGAAA | 3.6 |
|                                                   | TCAA | 4.7    | ATGTTC | 3.5 |
|                                                   | ATCA | 4.2    | AGAAAA | 3.4 |
|                                                   |      |        | ATGACA | 3.3 |
|                                                   |      |        | AAAAGA | 3.2 |
|                                                   |      |        | GACAAG | 3.2 |
|                                                   |      |        | CAAAAT | 3.0 |
|                                                   |      |        | AAAGAA | 2.9 |
| 4-mers                                            |      | 6-mers |        |     |

Figure S6

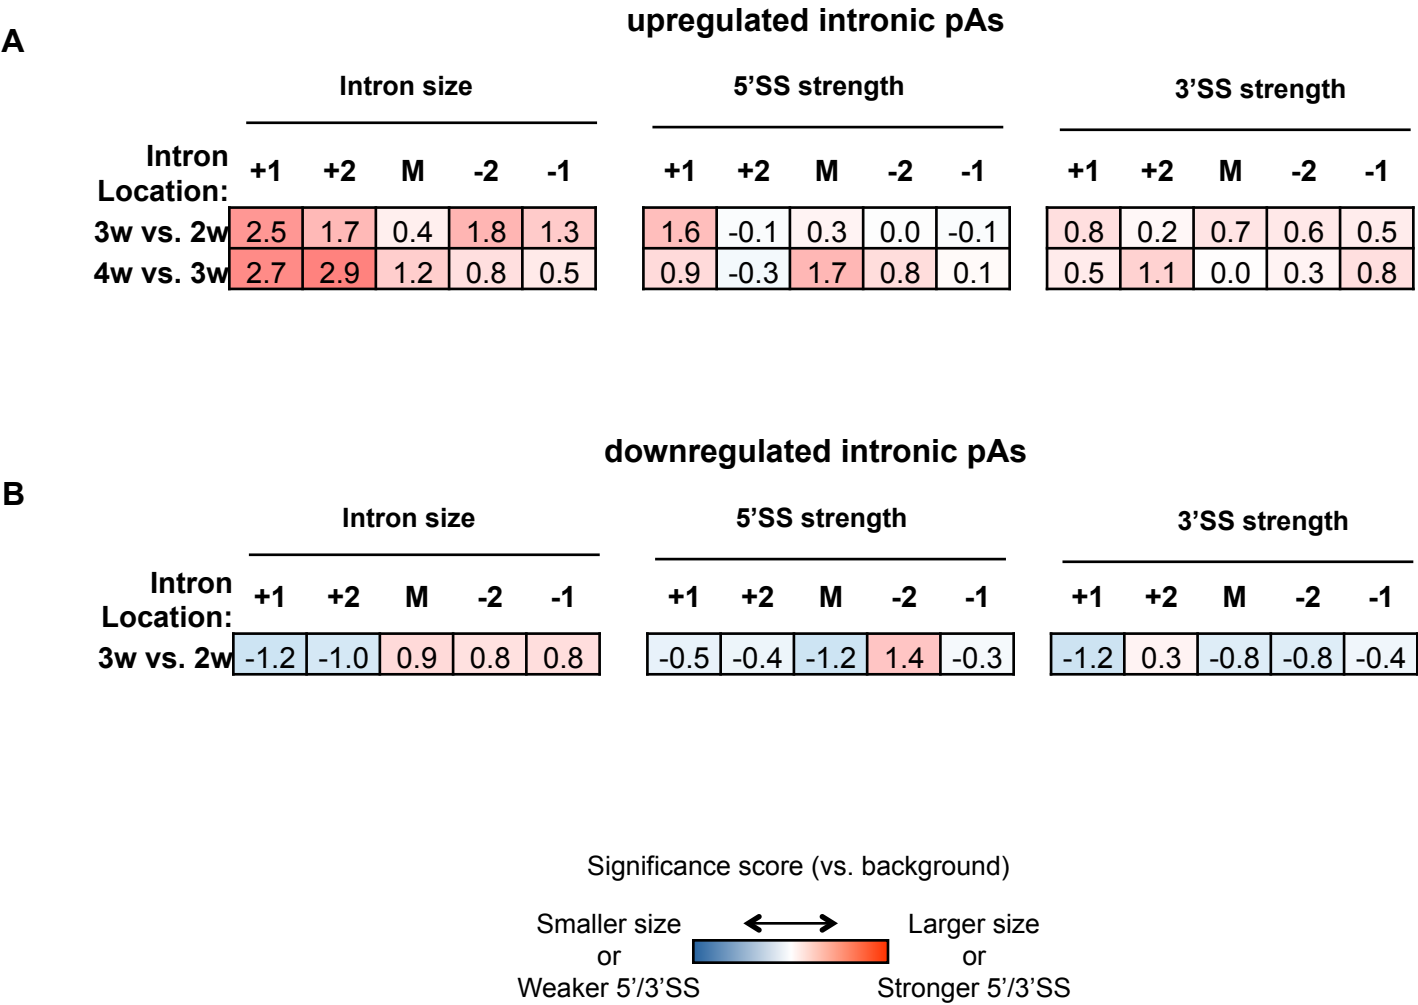

Figure S7

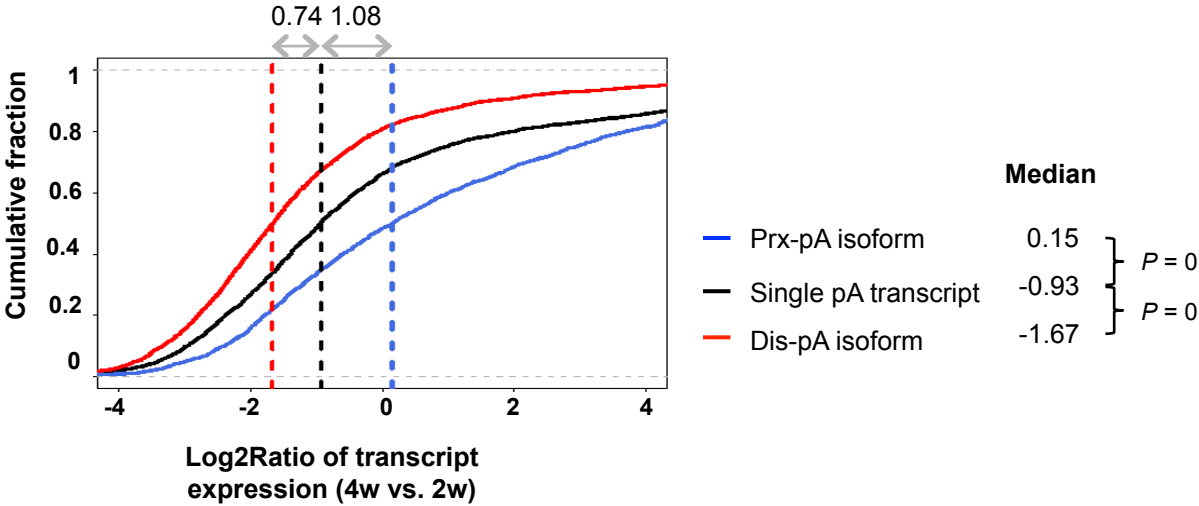

**Supplement:** Additional file 1: Figure S1. — Gene expression changes of proliferation genes and C/P-related genes. Figure S2. Analysis of cis elements around pAs of shortened 3’UTRs. Figure S3. ChIP-seq data for RNAPII and H3K4me3 in spermatids and spermatocytes. Figure S4. 3’UTR cis elements contribute to APA profiles in spermatogenesis. Figure S5. The effect of 3’UTR TEs on gene expression is independent of U-rich elements. Figure S6. Features of the introns containing regulated pAs. Figure S7. Transcript expression changes from 2 weeks to 4 weeks. Table S1. Top five more significant Ingenuity Canonical Pathways enriched for genes with shortened 3’UTRs as determined by the Ingenuity Pathway Analysis. Table S2. Statistics of 3’READS data.

How the deposited data were processed for this re-analysis (not part of the article)

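Testis RNA was sequenced by 3'READS at 1w, 2w, 3w, 4w, 5w and 6w, with 1 library per week and 6 in all. Before deposition, the authors mapped the reads to mm9 with Bowtie 2, kept PASS reads and clustered pAs within 24 nt; the deposited table holds the raw counts of PASS reads per pA in each library, with no normalization, and its values are whole numbers. Versions of the mapping programs are not stated in the paper's text. The table places 73540 pAs in 17132 genes, as last exon, intron, upstream exon or upstream antisense pAs. The 1053 pAs assigned to more than 1 gene were left out of the values per gene. Of the genes, 16795 were matched to the mm9 annotation by symbol, 49 by another name and 288 not at all. A 3'UTR size, the distance from the stop codon to the pA, could be given to 43590 of 46269 last-exon pAs, and 939 others lay upstream of the annotated stop codon.

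Reads of a gene were those of its pAs in the 3'-most exon. The Prx-pA and Dis-pA were the 2 last-exon pAs of a gene with most reads over all libraries. RE was log2 of Dis-pA over Prx-pA reads with 1 read added to each, and RED the difference in RE between 2 libraries. SAAP was rewritten from the paper's description, with 20 binomial samplings of each gene's reads under a shared Dis-pA share, a Z score from the mean and SD of these samplings, and an FDR of 5% from observed against sampled Z. The paper's text does not say how the sampled Z is scored. At first each sampling was scored with the mean and SD of the same 20 samplings. On simulated counts 42.8% of the calls of this form were false for 3'UTR-APA and 38.0% for CDS-APA, so each sampling is scored with the mean and SD of the other 19, which gave 3.38% and 3.97% on average and 6.38% and 26.7% in the highest of 10 draws. The later form recovered 28.1% of 3'UTR-APA changes of 2 on the log2 scale, against 55.2% for the first. These rates are for simulated counts with few changed genes and need not hold for real counts. This change was made after real counts had been seen, and the earlier form is kept as an alternative. GAAP drew 1500000 reads from each library 20 times and subtracted the calls made after the drawn reads of both libraries were pooled and divided at random.

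Comparisons of 1–3 week with 4–6 week samples set 3 libraries against 3. They used edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p at a threshold of 0.05, for gene expression (11269 genes kept by edgeR's filter), for uaRNA (1222 genes, in 1 model with the genes), and for the ratio of isoforms within a gene (4208 genes for 3'UTR-APA and 2418 for CDS-APA), with a term for each library and 2 columns per library. Genes needed at least 20 reads in every library for ratios, and at least 5 CDS-pA reads in all for CDS-APA. Standard errors of log2 changes were derived from the change and the F statistic of the test, not taken from the fit. The smallest p of an exact permutation test at this size is 0.1. On simulated counts edgeR recovered 100% of expression changes of 4 on the log2 scale and 22.4% of changes of 2, with 4.69% of calls false. For 3'UTR-APA it recovered 96.6% and 44.5%, with 3.57% false on average and 8.67% in the highest of 11 draws, for CDS-APA 90.6% and 22.3% with 2.97% false, and for uaRNA 100% and 45% with 5.23% false. With a wide spread of shares between libraries it recovered none of the 3'UTR-APA changes and at most 2.82% of the CDS-APA changes.

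With 1 library per week no p value across genes was computed. Medians of gene groups were instead placed among those of 10000 random lists of the same size and mean expression. The mean 3'UTR size of a gene was weighted by reads, for genes with at least 50 reads in the library. 4-mers were counted in the mm9 sequence of cUTRs, aUTRs, sUTRs and regions around pAs, and compared by a one-sided Fisher's exact test, for cUTRs, aUTRs and pA regions with those of all other genes and for sUTRs between genes more than 1.4-fold up and down, with the limit corrected for the number of 4-mers. On simulated sequence this found 50% of 4-mers made 1.1 times as frequent and 95% of those made 1.2 times as frequent, with 0 false ones. uaRNA pAs were placed relative to the transcription start site, with a window of 2 kb.

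Gene lists were written for spermatogonia, meiotic prophase, pachytene and late spermatocytes, acrosome and round spermatids, spermatid nuclear proteins, sperm tail, Sertoli cells, Leydig cells, peritubular, vascular, blood and immune cells, proliferation, cleavage and polyadenylation factors, nuclear exosome and PABPN1, piRNA pathway, U1 snRNP, ubiquitous reference genes, ubiquitin-specific peptidases, E2 enzymes, proteasome, DnaJ co-chaperones, Cep, Ift, dynein, kinesins, ribosomal proteins and the union of the germ cell lists without spermatogonia. The lists of Table S1 are the study's own, chosen on these samples. Genes are named by a rule: Eif4h and Cep57, which the paper names; for each edgeR test the 10 genes with the largest positive and the 10 with the largest negative log2 change among those called, with a mean of at least 10 RPM for expression, 50 reads for ratios and 5 reads for uaRNA; and members of the lists. The values of Eif4h and Cep57 and the lists of Table S1 had been seen in the paper.

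The alternatives were other minimum read counts, other choices of pAs, 0.1 read added in place of 1, Fisher's exact test, limma or DESeq2 in place of the first test, DESeq2 size factors or the totals of Table S2 in place of TMM, week as a number, and each library left out in turn. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. The RNA-seq and ChIP-seq data sets, transposable elements, 6-mers, splice site strength, gene ontology terms and the gene groups of Fig. 3d and Figure S1 were not analysed here.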

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

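The test of reads carried over from the 6w library was chosen only after the result was seen, and the test on acrosome genes was set before it.

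Tnp1 had 1174 reads and Prm1 796 reads at 1w, before spermatids form, against 162 and 108 reads at 2w, which is 255 against 38.2 RPM for Tnp1 and 173 against 25.5 RPM for Prm1. The paper does not discuss these genes. Reads of the 6w library carried over into the 1w library are a candidate source, since the 1w reads are 0.159% of the 6w reads for Tnp1, 0.153% for Prm1, 0.154% for Prm2 and 0.157% for Hils1, and a chi-square test of a single share over 7 spermatid nuclear protein genes (among them Tnp2 at 0.0929% and Prm3 with 0 reads at 1w) gave p = 0.152; against it, 1700017D01Rik, singled out after its values were seen, had 27 reads at 1w where a share of 0.155% would bring 53.3 (p = 5.3e-05, the only gene of 297 past the limit of 1.7e-04), and a single gene does not decide. RNA of elongating spermatids in the 1w sample was tested on 6 acrosome and round spermatid genes, of which 2 were higher at 1w than at 2w; the bound set for this test was not usable, because for 4 of the 6 a share of this size would lie under the counting error of the 2w reads. The explanations cannot be told apart with 1 library per week, and expression of these genes by cells of the 1w testis itself stays open as untested.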

How the results depend on the processing

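The alternatives named sampled Z from the same samplings, uaRNA on the totals of Table S2 and those on 4-mers were chosen only after the results were seen. Over 294 results and 1074 alternatives, 805 values were the same by the limits set (within 1.5 times for counts, within the exact 95% binomial interval for log2 ratios of SAAP and GAAP calls, and the same call for tests), 236 moved, 28 lost their call and 5 changed sign, counting results of at least 0.1 in size. The cause of a changed value was not tested. No paired analysis was possible because each library comes from another age. SAAP recovered 7% of simulated changes of 1 on the log2 scale.

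Leaving out 1 library at a time, genes with a higher Dis-pA to Prx-pA ratio numbered 20 to 140. CDS-APA calls ranged from 275 to 985 (249 to 722 higher, 26 to 263 lower), expression calls from 452 to 7961 (438 to 4113 higher, 14 to 3848 lower) and uaRNA calls from 275 to 1124 (275 to 1092 higher, 0 to 32 lower), the highest of each without 3w.

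With the totals of Table S2, expression had 7265 calls, 1082 higher and 6183 lower, and uaRNA 319 higher and 46 lower. With TMM factors, the 4w vs. 2w medians were 0.0281 for sUTR and 0.73 for Prx-pA transcripts, both with the sign changed, and −0.50 for Dis-pA transcripts, and r between sUTR and aUTR 4-mers was −0.18, against 0.16 without UUUU and 0.26 over 4-mers with under 3 U. DESeq2 called 3310 genes higher in expression. With week as a number, 110 genes had a higher Dis-pA to Prx-pA ratio, 198 a lower CDS-pA ratio, 3256 higher expression, and 980 had changed uaRNA, 954 higher and 26 lower. With limma 90 genes had a higher Dis-pA to Prx-pA ratio, and with no minimum per library also 90.

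With at least 50 reads, which tests fewer genes, 963 genes had a lower Dis-pA to Prx-pA ratio, CDS-APA had 388 calls with 317 higher, CDS-APA SAAP called 35 genes for 2w vs. 1w, its log2 ratio of up to down for 3w vs. 2w was 0.49, and the Prx-pA median was −0.27. With at least 5 reads, CDS-APA SAAP called 34 genes for 2w vs. 1w. With the most proximal and most distal pAs, 35 genes had a higher ratio, and the log2 ratio of shortened to lengthened genes was 2.72 for 3w vs. 2w, 4.15 for 4w vs. 2w and 5.48 for 5w vs. 4w. With the 2 most abundant pAs of the 2 libraries, SAAP called 104 genes for 6w vs. 5w, and the log2 ratio for 2w vs. 1w changed sign, to −0.42. With a RED of at least 1 SAAP called 58 genes for 2w vs. 1w and 34 for 6w vs. 5w.

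With 0.1 read added, SAAP called 35 genes for 2w vs. 1w, 34 for 5w vs. 4w and 33 for 6w vs. 5w. For CDS-APA it called 10, 186, 195, 0 and 8 genes from 2w vs. 1w to 6w vs. 5w, with log2 ratios of 0.66 for 3w vs. 2w and −2.81 for 6w vs. 5w, the latter with its sign changed. Fisher's exact test called 174 genes for 2w vs. 1w and 113 for 6w vs. 5w, and 30 genes in CDS-APA for 5w vs. 4w. With intronic pAs only, CDS-APA calls were 7 for 5w vs. 4w and 33 for 6w vs. 5w, and the log2 ratio was 3.32 for 6w vs. 5w and −0.0153 for 3w vs. 2w, the latter with its sign changed. At 1000000 reads per library, fewer reads than at first, GAAP counted 20.1, 233, 412, 17.6 and 5.95 genes from 2w vs. 1w to 6w vs. 5w.

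With the sampled Z from the same samplings, SAAP called 495 genes for 2w vs. 1w, 1303 for 3w vs. 2w, 517 for 5w vs. 4w and 315 for 6w vs. 5w, with log2 ratios of 1.73 for 3w vs. 2w, 3.82 for 4w vs. 3w, 2.90 for 5w vs. 4w and 3.12 for 4w vs. 2w. GAAP counted 284.5, 689, 229 and 123 genes for the comparisons other than 4w vs. 3w, with a log2 ratio of 1.81 for 3w vs. 2w. For CDS-APA, SAAP called 242, 631, 624, 176 and 269 genes and GAAP 132, 316, 289, 69.0 and 77.9. The share of false calls of this form on simulated counts was 42.8% for 3'UTR-APA.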

Differences from the paper's values

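The alternatives that rescore the sampled Z, the one at equal reads per gene and those on 4-mers were chosen only after the values were seen. The other alternatives were set before the data were examined.

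The paper's Fig. 1c covers 2766 genes and the same minimum of reads gave 4208 here; a minimum of 50 reads (2476 genes) and the most proximal and most distal pAs (2827 genes) come within its range, and no minimum per library (9185 genes), limma and week as a number (4208 genes each) do not.

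The paper's log2(Sh#/Le#) at equal depth is 4.4 for 4w vs. 3w against 4.12 here; at 1000000 reads it was 4.42, within the error of the samplings, and with at least 5 reads 4.03, outside it. For 5w vs. 4w the paper gives 4.3 against 3.03 here. With at least 5 reads it was 3.23, outside the error of the samplings. At 1000000 reads it was 3.58, within that error, but lengthened genes numbered only 1.35 ± 1.14 (SD over samplings). A ratio over so small a count has a wide error, so it does not show that the values match. For 3w vs. 2w the ratio is about 1.9 in Fig. 1d, read by eye, against 2.24 here, 2.34 at 1000000 reads and 2.37 with at least 5 reads. With the sampled Z from the same samplings, chosen after the values were seen, the ratios were 1.81 for 3w vs. 2w, within the paper's range, 3.67 for 4w vs. 3w and 2.62 for 5w vs. 4w, both outside it. The paper gives about 4-fold more APA events for 4w vs. 3w than for 5w vs. 4w, against 17.0-fold here, 23.5-fold at 1000000 reads and 21.5-fold with at least 5 reads. The sampled Z from the same samplings, chosen after the values were seen, gave 3.80-fold, with 42.8% of calls false on simulated counts; scoring each sampling with the others, as done here, brings the 4w vs. 3w ratio nearer to the paper's and the fold farther from it.

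The mean RED of the fourth aUTR bin for 4w vs. 3w is about −1.4 in Fig. 4b, read by eye, against −1.18 here; with 0.1 read added it was −1.43, which is within the error, while the median (−0.96), at least 50 reads (−1.21) and the most proximal and most distal pAs (−1.67) are not. The longest aUTR is about 18000 nt in Fig. 4b, read by eye, against 101178 nt here, 50295 nt with at least 50 reads and 333631 nt with the most proximal and most distal pAs. The median 3'UTR sizes of 776 nt at 1w and 368 nt at 6w are below the paper's. The changes of long and short isoforms relative to sUTR transcripts from 2w to 4w, 1.44-fold and 1.62-fold, are also smaller than in the paper.

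The score of UUUU in aUTRs of shortened genes is about 25 in Fig. 5b, read by eye, against 90.7 here. In sUTRs of downregulated genes it is about 14 in Fig. 5d, read by eye, against 7.42 here. With 2 alternatives chosen after the values were seen, the signed sUTR score of UUUU was −18.7 on TMM scaling and −2.27, below the limit, with the last 40 bases left out. No alternative was run for the aUTR score. The paper's Pearson's r between sUTR and aUTR scores is −0.49 against 0.0258 here. The alternatives, chosen after the values were seen, gave −0.18 with TMM factors, 0.09 with the last 40 bases left out, 0.16 without UUUU and 0.26 over 4-mers with under 3 U, and each differs from the paper's value.

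The log2 ratio of genes with up- to downregulated CDS-APA for 3w vs. 2w is about 0.0 in Fig. 7c, read by eye, against 0.33 here and 0.25 with the sampled Z from the same samplings, chosen after the values were seen. The paper places the peak of uaRNA pAs at −700 nt in a plot of RPM. Here the bin with the largest number of pAs, which is another measure, runs from −500 to −400 nt, with a median of −695 nt. By RPM, the highest bin lay at −900 to −800 nt at 1w, 2w and 4w and at −600 to −500 nt at 3w, 5w and 6w, on either side of the paper's value. Pearson's r of uaRNA and sense changes for 5w vs. 4w is about 0.18 in Fig. 8c, read by eye, against 0.10 here; with at least 20 uaRNA reads it was 0.15, within the range, and with 0.1 read added 0.09 and with the 3'-most exon only 0.11, outside it.

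The paper names CCAC, AAGA, CUCG, GCCG and GGAC as the highest in cUTRs of shortened genes, where AAUA, AUAU and AUUA led here. In cUTRs of lengthened genes it names UUGU, UGUU, UUUG, GUUU and UUUU, where GUGU and UGUG passed the limit and UUUG (2.97) and UGUU (2.96) did not. In aUTRs of lengthened genes it names GCGG, CGGG and CAGG, of which CAGG passed here with 3.77, and CCAG led with 6.80. In sUTRs of downregulated genes it names UUUU, GUUU and UUGU, where GGGG (16.1) and UGGG (15.9) led and UUUU also passed. In the −40 to −1 nt region of distal pAs it puts UUGU at the top, where UGUA (5.35) was above UUGU (4.12), and farther upstream it names UAUU, UUUU and AUUU, where UUUU passed and UAUU (3.17) did not.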

Other observations

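The tests on library size, on reads per gene and on the genes with most counts, the splits, the choice of germ cell genes low at 1w, their medians at equal reads and the comparison of X-linked genes were chosen only after the results were seen, and the test on germ cell lists was set before.

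3'UTRs shortened from 2w to 4w, and this was weighed against a difference in library size or in reads per gene and against a loss of somatic cells. For the step from 3w to 4w, the log2 ratio of shortened to lengthened genes was 4.12 at equal library totals, which leaves the depth of single genes unequal, and 4.46 with the reads of each gene drawn to the same number in both libraries (3.63 from 2w to 4w), which argues against depth. If loss of somatic cells were the whole cause from 2w to 4w, genes expressed in germ cells alone would show no shortening; the median RED of 23 germ cell list genes was −1.34 (interval from resampled genes −2.31 to −0.81, which includes the −0.93 of all genes), and −1.01 (−1.47 to −0.59) at equal reads per gene. Some of these genes, such as Calm3, are abundant at 1w already, but at equal reads the median was −1.09 (−1.51 to −0.59) over the 16 with a 1w RPM under 0.5 times that at 2w, 6 of them called shortened, and −0.82 (−1.91 to −0.55) over 19 genes after the 1w reads were taken off the 2w reads, which argues against somatic loss as the whole cause from 2w to 4w, though over the 10 under 0.25 times, 1 of them called, it was −0.68 with an interval of −1.26 to −0.24, near the limit of −0.2, and none of this bears on the step from 3w to 4w alone. A change in the mix of spermatocytes and spermatids, and a change within each cell type, both stay open and may act together.

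Of the 10 splits of the 6 libraries into 3 and 3, 1, the real split, gave 1502 calls for 3'UTR-APA, 4531 for expression, 604 for CDS-APA and 535 for uaRNA, and the highest other split gave 0 in each, but 10 splits are too few for a share under 0.05.

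With the totals of Table S2 the median gene was lower in 4–6 week samples, by a log2 change of −1.38. Without the reads of the 10 most abundant genes of each library it was −1.15, which argues against a few genes taking the counts as the whole cause. Whether total poly(A)+ RNA per cell differed between weeks was not tested. DESeq2 size factors placed the median gene at 0.07, a shift of 0.15 from TMM, and under these factors 52.1% of expression calls were higher, against 43.9% with TMM and 14.9% with the totals of Table S2.

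The sources of the expression values in Figure S1 are not named in its legend. Of 22 proliferation genes listed here, 1, Ccnb2, which was named after its value was seen, was higher and 10 were lower in 4–6 week samples (1 and 10 adjusted over the list alone), with a median of −0.95 relative to all genes, at percentile 0.49 of random lists. Of 22 cleavage and polyadenylation factor genes, 3 were higher and 5 lower (1 and 3 adjusted over the list alone), at percentile 18.2. Of 17 nuclear exosome and PABPN1 genes 5 were higher and 1 lower (6 and 2 adjusted over the list alone), of 15 piRNA pathway genes 1 was higher and none lower (0 adjusted over the list alone), and of 15 U1 snRNP genes none was higher and 4 were lower (4 adjusted over the list alone). On the totals of Table S2 these numbers were 0 and 14 for both the proliferation and the cleavage and polyadenylation lists, 4 and 8 for the exosome, 1 and 4 for the piRNA and 0 and 11 for the U1 list. With any 1 library left out, 3 of the higher exosome calls held and none of the other calls of these lists.

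In 3'UTR-APA from 2w to 4w, 3 of 14 proliferation genes were shortened and 2 lengthened, with a median RED of 0.19 at percentile 99 of random lists. Of 14 cleavage and polyadenylation factor genes 5 were shortened, of 9 exosome genes 6 were shortened and 1 lengthened, of 11 piRNA pathway genes 2 were shortened and of 7 U1 snRNP genes 2. Of 5 Sertoli cell genes none was called, of 3 Leydig cell genes 2 were shortened, and of 6 genes of peritubular, vascular, blood and immune cells 2. The 1 dynein gene tested was not called.

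X-linked genes, which are silenced in meiosis, had a median log2 change from 2w to 4w that was −1.33 relative to that of other genes (403 and 11160 genes), with −0.15 for 2w vs. 1w, −0.79 for 3w vs. 2w, −0.36 for 4w vs. 3w and −0.20 for 5w vs. 4w, against 0.09 for 6w vs. 5w. The paper does not report on them.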
